# Gene Expression Profiling of Lymph Node Sub-Capsular Sinus Macrophages in Cancer

**DOI:** 10.3389/fimmu.2021.672123

**Published:** 2021-06-08

**Authors:** Danilo Pellin, Natalie Claudio, Zihan Guo, Tahereh Ziglari, Ferdinando Pucci

**Keywords:** cancer, lymph nodes, macrophages, gene expression, immune system, Fc receptors

## Abstract

Lymph nodes are key lymphoid organs collecting lymph fluid and migratory cells from the tissue area they survey. When cancerous cells arise within a tissue, the sentinel lymph node is the first immunological organ to mount an immune response. Sub-capsular sinus macrophages (SSMs) are specialized macrophages residing in the lymph nodes that play important roles as gatekeepers against particulate antigenic material. In the context of cancer, SSMs capture tumor-derived extracellular vesicles (tEVs), a form of particulate antigen released in high amounts by tumor cells. We and others have recently demonstrated that SSMs possess anti-tumor activity because in their absence tumors progress faster. A comprehensive profiling of SSMs represents an important first step to identify the cellular and molecular mechanisms responsible for SSM anti-tumor activity. Unfortunately, the isolation of SSMs for molecular analyses is very challenging. Here, we combined an optimized dissociation protocol, careful marker selection and stringent gating strategies to highly purify SSMs. We provide evidence of decreased T and B cell contamination, which allowed us to reveal the gene expression profile of this elusive macrophage subset. Squamous cell carcinomas induced an increase in the expression of Fc receptors, lysosomal and proteasomal enzymes in SSMs. Imaging of mouse and patient lymph nodes confirmed the presence of the top differentially expressed genes. These results suggest that SSMs respond to tumor formation by upregulating the machinery necessary for presentation of tumor particulate antigens to B cells.

## Introduction

Lymph nodes are secondary lymphoid organs collecting lymph fluid and migratory cells from the tissue area they survey. When carcinogenic insults hit cells within a tissue, its sentinel lymph node is arguably the first immune organ to detect the accident and to elaborate an immune response. Within lymph nodes, immune cells are highly organized into different anatomical compartments, and such architecture underlies its function (1). Afferent lymphatic vessels deliver lymph-bound antigens and migratory cells into the lymph node sub-capsular sinus. Here, a mesh of cells, mainly macrophages, dendritic cells and lymphatic endothelial cells, filter lymph-bound antigens according to their size. Small, soluble antigens seep through lymphatic conduits and are channeled toward lymph node resident dendritic cells in the paracortical region. On the other hand, large and particulate antigens (>5nm in hydrodynamic radius) are retained by sub-capsular sinus macrophages (SSMs) (2, 3). These specialized macrophages play important roles as gatekeepers against invading pathogens and in relaying immune complexed antigens to B cells for deposition on follicular dendritic cells (4–7). In the context of cancer, SSMs capture tumor-derived extracellular vesicles (tEVs), a form of particulate antigen released in high amounts by tumor cells and overflowing into sentinel lymph nodes very early during disease progression (8).

We have recently demonstrated that SSMs possess anti-tumor activity because in their absence tumors grow faster (8). These observations have been confirmed in additional tumor types (9, 10). However, the cellular and molecular mechanisms responsible for SSM anti-tumor activity are still unknown. In our studies, we unveiled a link between tEVs, SSMs and immunoglobulins. By capturing tEVs, SSMs prevented extensive tEV-B cell interactions, which were required for tumor promotion. Accordingly, increases in lymph node plasma cells and immunoglobulin binding to tEVs was observed. Still, many details about SSMs’ contribution to the generation of humoral immune responses against tumor antigens are missing. How do SSMs capture tEVs? Which signals SSMs release after capturing tEVs? How do they process tEV-bound antigens? A comprehensive profiling of SSMs represents an important first step to answer the above questions and to start elucidating their anti-tumor activity and their contributions to humoral immune responses in cancer.

The isolation of SSMs for molecular analyses is very challenging. Likely due to their role as lymph node gatekeepers, SSMs are highly dendritic in shape and constantly extend and retract pseudopods, likely to survey the sub-capsular space (unpublished live imaging observations). These sub-cellular structures can break apart during conventional enzymatic and/or mechanical dissociation of lymph node tissues, a required step to prepare the samples for flow cytometric analyses and isolation. Consequently, gating strategies that identify SSMs based on surface markers alone can lead to a group of flow cytometric events with odd scatter characteristics. In addition, these SSM-derived blebs can end up sticking to other cells, mainly lymphocytes (11). Indeed, initial attempts to profile SSMs (4) showed a relatively high T and B cell contamination. Improved protocols for minimizing SSMs break down and decrease lymphocyte contamination are thus urgently needed to elucidate the biology of these anti-tumor immune cells.

Here, we combined an optimized dissociation protocol, careful marker selection and stringent gating strategies to highly purify bona-fide intact SSMs. We provide evidence of decreased T and B cell contamination, which allowed us to reveal the gene expression profile of lymph node sub-capsular sinus macrophages in cancer.

## Methods

### Tumor Models

The chemically-induced squamous cell carcinoma model MOC2 was purchased from Kerafast. For tumor formation, 5•10^5^ cells in 50ul of PBS were implanted in the flank of C57B/6 male mice (Charles River Labs) intradermally, near the inguinal lymph node, as previously described (8). After 2 weeks, we selected mice with similar tumor size for tdLN and ndLN collection. All procedures were in accordance with OHSU IACUC.

### Enzymatic Dissociation of Lymph Nodes

LNs from 2 different mice were pooled: 2 tdLN and 6 ndLN (contralateral inguinal, axillary, brachial). Dissociation buffer was prepared by dissolving 3mg/ml of Collagenase IV (Worthington), 0.1 U/ml of DNase I (Roche), 2% FBS, pen/strep and L-glutamine in IMDM. Whole LNs were incubated in 5ml of dissociation buffer at 37°C and 225rpm agitation. After 15 minutes, LNs were mechanically dissociated by passing them through an 18G needle syringe at 2ml/second (LNs burst immediately) and put back at 37°C in same dissociation buffer, at 225rpm agitation. After 15 more minutes, the LN cell suspensions were mechanically dissociated by passing them through an 27G needle syringe at 0.5ml/second for 10 times. The LN cell suspension was then filtered on a 100um cell strainer and washed in 50ml of MACS buffer (2mM EDTA, 2.5% BSA in PBS). All centrifugation steps were performed at 500g for 10 minutes and supernatants were checked at the microscope for absence of cells. If significant cell numbers were observed (>0.1•10^6^/ml), supernatants were diluted 1:1 in MACS buffer and centrifuged again. LN cells were resuspended at ~10^8^/ml for staining (~1.5ml) in MACS buffer.

### Flow Sorting and RNA Extraction

All antibodies (and Fc Block) were from Biolegend, and were used at 2ul per 100ul of cell suspension, with the exception of CD45-PC7 and Ly6G-PE, which were used at 1ul per 100ul of cell suspension. Single stain controls were made by pooling a small amount from all samples. Flow sorting was done on a BD Aria and recovered ~10,000 LN macrophages from each group. LN macrophages were then pelleted and lysed in RLT with B-mercapto-ethanol for RNA extraction (RNeasy micro kit), with on column DNAse treatment.

### RNA Sequencing

RNA integrity was determined using the 2100 Bioanalyzer (Agilent). RNA was converted to cDNA with the SMART-Seq v4 Ultra Low Input RNA kit (Takara) and converted into sequencing libraries using the DNA Nano Kit (Illumina). Libraries were profiled on the 4200 TapeStation (Agilent) and quantified using the Kapa Library Quantification Kit (Roche) on a StepOnePlus Real Time PCR Workstation (Thermo). Sequencing was done on a HiSeq 2500 (Illumina). Fastq files were assembled using Bcl2Fastq2 (Illumina) and aligned using STAR aligner (12).

### Gene Expression Analysis

Gene expression analysis was performed on 16 samples. The sample matrix is reported in **Supplementary Table 1**. We analyzed 4 pooled samples (biological replicates), each of them obtained from collecting cells from 2 mice. 

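The 16 samples are 8 libraries that were each sequenced on lanes 3 and 4. The sample labels number the libraries of each group as pool 1 or 2, whereas the paper's sample matrix gives a pool number to every lane, 4 in all. Counts of the 2 lanes of a library differed by no more than the sampling noise. Over genes with at least 20 counts in both lanes together, the chi-square per degree of freedom was between 0.955 and 1.02 across the 8 libraries. Between libraries 1 and 2 of a group on lane 3, it was between 29.3 and 53.1 across the 4 groups. The lanes of a library were therefore summed and counted as 1 sample, which leaves n = 2 libraries in each of the 4 groups.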

Every pool has generated 4 samples: CD11c+ (Phenotype=+) and CD11c- (Phenotype=-) cells sorted from Tumor Draining (TD=1) and Non-Draining (TD=0) lymph nodes. Raw sequencing files have been QC and aligned to the reference mouse genome mm10 using STAR workflow (12), obtaining, as a result, the gene-based count matrices. 

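The count table has 55423 rows, of which 28676 had a count above 0 in at least 1 sample. A total of at least 10 counts and detection in at least 2 of the 16 samples left 21085 genes, and these were used in all tests. A total over 10 counts and detection in more than 2 samples, a setting chosen after seeing the data, left 20351 genes. Rows for 2 added sequences are also in the table, with 6 and 0 counts over all samples, and both fell below the filter.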

We removed from the data set those genes with a cumulative read count smaller than 10 and those that have been detected (reads count>0) in less than 2 samples, reducing the gene list from the initial 55423 to 20351. Statistical analysis has been performed in R (13), using DEseq2 package (14). 

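Models were compared on simulated counts for the 21085 genes, drawn from the means and depths of the libraries. In SSMs from tdLN, 200 genes were changed 4-fold. No pool effect was simulated, so that the numbers with and without pool do not test the pool term. With lanes summed into 8 libraries and pool as a covariate, edgeR's quasi-likelihood test called 166 genes at an adjusted p-value of 0.01, of which 3 were false calls. Without pool in the model, it called 165 genes with 2 false calls. A DESeq2 Wald test on the libraries called 210 genes with 22 false calls. When every lane was entered as a sample with the 4 pools of the sample matrix, edgeR made 388 false calls among 584, and DESeq2's likelihood ratio test made 618 among 805. The simulated contrast of MSMs from tdLN and ndLN held no changed gene, and there edgeR called 1 gene on libraries and 223 on lanes. The likelihood ratio test on lanes called 468 in that contrast.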

Gene counts have been modeled using a negative binomial model, hypotheses tested by likelihood ratio test (LRT) and all p-value have been adjusted for multiplicity using Holm method (15). A description of the model comparisons that have been performed and their motivation follows.

$$C1.\;M1:GeneExpr_{i}=b_{0}+b_{1}Pool+b_{2}TD+b_{3}Phenotype$$

$$M0:GeneExpr_{i}=b_{0}+b_{1}Pool+b_{2}TD$$

This comparison is focused on the identification of genes with a consistent expression modification between phenotypes, taking into account the possible confounding of TD and Pool factors. The complete list of genes is available in **Supplementary Table 2**.

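Over both types of lymph node, 2633 genes differed between the 4 SSM libraries and the 4 MSM libraries at an adjusted p-value of 0.01 and a mean normalized count over 100 per lane (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with pool and node type as covariates). Of these, 1361 were higher in SSMs and 1272 were higher in MSMs. When pool was left out of the model as a block, 2977 genes passed. Same-numbered libraries shared little of their deviation from the group means, with a Pearson r across 10000 genes of -0.015 between SSMs and MSMs from ndLN and 0.138 between SSMs and MSMs from tdLN (genes are not independent replicates). The part of the paper's table used here lists 914 genes with a mean normalized count over 100. Across these genes, the log2 fold changes had a Pearson r of 0.998 with the paper's, again over genes that are not independent, and a median absolute difference of 0.033. Among the 914 genes, 237 passed the adjusted p-value here, and all 237 are among the 565 that pass by the paper's adjusted p-values.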

$$C2.\;M1:GeneExpr_{i}=b_{0}+b_{1}Pool+b_{2}Phenotype+b_{3}TD$$

$$M0:GeneExpr_{i}=b_{0}+b_{1}Pool+b_{2}Phenotype$$

With this analysis, we investigated which are the genes with a significant association with TD variable, adjusting for Pool and Phenotype effects. The complete list of genes is available in **Supplementary Table 3**.

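Over both subsets, 47 genes differed between the 4 tdLN libraries and the 4 ndLN libraries at the same cut-offs (edgeR's quasi-likelihood test, with pool and subset as covariates), 21 of them higher and 26 lower in tdLN. The model without the block gave 110 genes. The deviations of same-numbered libraries had an r across genes of 0.027 between SSMs from tdLN and ndLN and -0.008 between MSMs from tdLN and ndLN. Across the 914 genes that the part of the paper's table used here lists above the mean count cut-off, the log2 fold changes had a Pearson r of 0.975 with the paper's. Of these genes, 304 pass by the paper's adjusted p-values and 2 passed here, both among the 304.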

### Quantification of B- and T-Cells Contamination

We quantitatively assessed the B/T-cell fractions in our samples and compared them to previously published data (4) accessible through GEO code GSE15767. RNA-seq and microarray are platforms aimed at measuring gene activity level by mRNA quantification, but they rely on profoundly different techniques and protocols. In order to make the cross-platforms comparison as robust, meaningful, and accurate as possible, we implemented the following analysis workflow. Microarray technology uses several probes distributed along each gene’s mRNA sequence to have a reliable estimate of its expression; hence, we grouped and averaged the expression values based on gene identifier. We filtered out all genes detected only in one platform, reducing the gene list from 55423 to 14003. We normalized the log2 expression values in each sample in the 2 datasets by standardization (subtract mean and divide by standard deviation) and calculate platform-wise gene-specific expression levels by averaging all RNA-seq and microarrays data points. Based on the visual inspection of the scatter-plot in Fig. 1C and on Pearson correlation in Fig. 1D (r=0.78), we concluded that the two datasets are comparable. We defined shortlists of lineage-specific marker genes based on ImmPort gene lists (16):

- B-cell markers: Blnk, Btk, Cd19, Cd79a, Cd79b, Cr2, Fcgr2b, Ighg3, Ighm.
- T-cell markers: Cd247, Cd28, Cd3d, Cd3e, Cd3g, Cd4, Cd40lg, Cd8a, Cd8b1, Icos, Zap70.
- House Keeping: Rpl37a, B2m, Hmbs, Stx5a, Psmb2, Hnrnpab, Actb, Qars.
- Macrophage markers: Csf1r, Cd45, Siglec1, Cd48, Lyz2, Fos, Nr4a1, H2-k1, Ly6e.

For each sample, we calculated the lineage signature values by summing the expression levels of marker genes in the corresponding list (**Figure 1E**). Results are reported in **Supplementary Table 4**. Housekeeping signature has low variability and is used as a reference to determine other lineages contribution. Boxplots of ratios are visible in **Figure 1F** for B/T-cell and Macrophages. Differences in ratio distributions tested using the non-parametric Mann-Whitney test.

**Figure 1:**
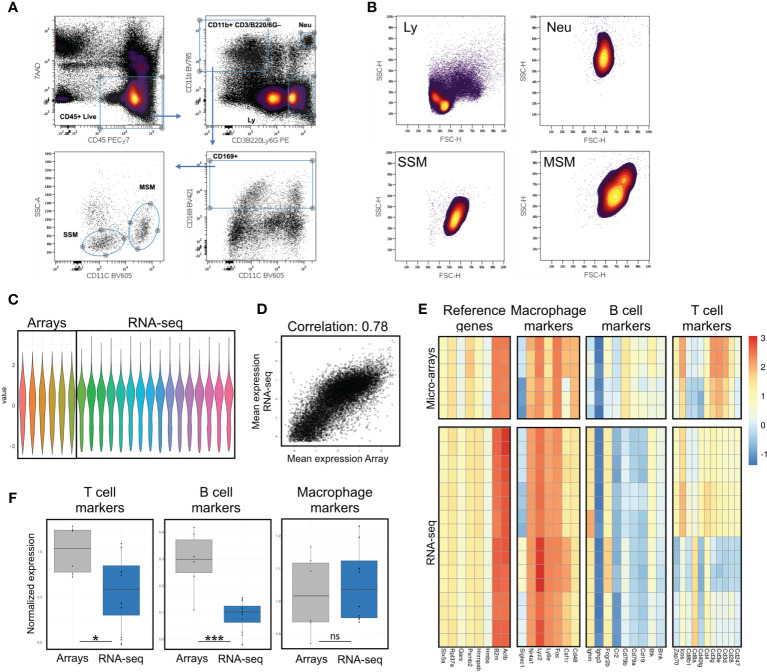
Assessment of potential B and T cell contamination in preparations of lymph node macrophages by comparison with previously published data. **(A)** Sorting strategy; after excluding cell debris in a FSC/SSC plot, live immune cells are gated as 7AAD-CD45+; a stringent gate for the myeloid marker CD11b excludes potential contaminating events with mixed macrophagic/lymphocytic markers, possibly representing SSM-blebs on B/T cells; myeloid cells are then gated for the lymph node macrophage marker CD169; SSMs and MSMs are best separated on a SSC/CD11c plot. **(B)** Forward and side scatter parameters of SSM, MSM, lymphocytes (Ly, gated as in **A**) and neutrophils (Neu, gated as in **A**) are consistent with a macrophagic origin (i.e. bigger and more granular than lymphocytes). **(C)** Normalized values from gene expression arrays and sequencing data. **(D)** Normalization of gene expression arrays and sequencing data preserves high correlation between datasets (Pearson correlation 0.78). **(E, F)** Evaluation of T, B cell and macrophage markers, along with reference genes, shows significant reduction **(F)** of both T and B cell contamination in our sequencing data, as compared to previously published array data. Heatmaps show raw data normalized as in **(C)** Each row is a sample, each column is a gene within the respective panel. Statistical test: Wilcoxon rank sum exact test (*p < 0.05; ***p < 0.001; ns, non-significant).

### Imaging of Mouse Lymph Nodes

Lymph nodes were fixed overnight at 4°C, rocking, with 2 mL of 4% Paraformaldehyde (Alfa Aesar, 433689M) in PBS. After fixation, any surrounding adipose tissue was carefully dissected under a stereotactic microscope, taking extra care to keep the subscapular sinus intact. Lymph nodes were then stained as previously described (8). Briefly, staining was performed for 24 hours at 4°C, rocking, with the appropriately labeled fluorescent or unconjugated antibodies in 500 µl of Permeabilization/Staining Buffer (0.5% Triton X, 10% Goat Serum, 0.02% Sodium Azide in PBS). Two washes were performed at 4°C, rocking, within a 24 hour period (over day and overnight) in 2 mL of Permeabilization/Staining buffer. The staining and washing procedure was then repeated to stain with fluorescently labeled secondary detection reagents. The antibodies used for staining were: CD169 (3D6.112), FCϵR1a (MAR-1), CD16.2/FCλRIV (9E9), CD64/FCλR1 (OTI1A8), CCL4/MIP-1 (EP521Y) and MMP-14/MT1-MMP (3-F7). After the staining procedure, lymph nodes were fixed again for 2 hours (using fixation conditions mentioned above). For clarification of tissue, lymph nodes were transferred to 5 mL of Cubic Reagent 1 buffer [25% urea, 25% N,N,N’,N’-tetrakis-(2-hydroxypropyl)-ethylenediamine, 15% Triton-X in dH_2_O (17)] and incubated for 3 days, rocking, at 37°C. Following tissue clarification, refractive index matching was performed by placing lymph nodes in 1 mL of Easy Index Optical Clearing Solution (Live Canvas Technologies, EI-Z1001) for 12-24 hours, rocking at 37°C. A wash or “buffer exchange” was performed before each incubation step into a different buffer. All buffers were filtered at each step to avoid deposits of lint/debris onto lymph nodes. On the day of imaging, lymph nodes were mounted in Easy Index between two coverslips using silicon spacers and imaged on a Zeiss/Yokogawa CSU-X1 spinning disk confocal. For all lymph nodes, 20x z-stacks of both the subcapsulary sinus and medullary sinus region were obtained using the same laser power and pixel dwell time. The use of two coverslips allowed to flip the samples under the microscope for imaging both the subcapsulary sinus and medullary sinus. Image stacks were analyzed in Fiji. Pre-processing included denoising (despeckle), stack equalization and background subtraction (roll=30). Ten optical sections for a total depth of 4.4um were then Z-projected (max intensity). For quantification of co-localization signals, Pearson correlation was measured using the Coloc2 plugin.

### Imaging of Patient Lymph Nodes

Formalin-fixed paraffin embedded (FFPE) tissue sections (5µm) of tumor free lymph nodes from anonymized patients (n=2) diagnosed with squamous cell carcinoma of the head and neck were obtained from the Oregon Health and Science University (OHSU) Knight Cancer Institute Biolibrary (IRB number 19903). Sequential immunohistochemical staining (multiplex IHC) was performed on these sections as described previously (18). Briefly, sections were baked, deparaffinized, stained with primary antibody (see **Table 1**, and then with a species specific secondary antibody-labeled polymer conjugated to horseradish peroxidase (Nacalai, USA and R&D Systems). Slides were visualized using an AEC (3-amino-9-ethylcarbazole) HRP substrate (Vector Laboratories, SK-4200) followed by whole slide digital scanning. Secondary antibodies were either inactivated using a peroxidase and alkaline phosphatase blocking reagent (Agilent Technologies, S200389-2) followed by staining of a primary antibody of a different species as described above, or antibodies were stripped using heated citrate buffer (Abcam, ab93678) for subsequent antibody staining of the same species. Scanned images were analyzed in Fiji by first registering images from the same tissue section with Register Virtual Stack Slices plugin, using rigid registration and a minimum and maximum image sizes of 1000 and 4000, respectively. AEC signal was extracted from the yellow channel after processing the images with the RGB to CMYK plugin. Pseudo-color dark field images were generated to show colocalization.

**Table 1:** Antibodies used on patient samples.

Antibody	Manufacturer (Catalog Number)	Dilution	Incubation time (min) Room temp.
Fc gamma RI/CD64	Novus Biologicals (NBP2-45625)	1:500	60
Fc gamma RIIIA/CD16a	Novus Biologicals (NBP2-99278)	1:2000	30
Siglec-1/CD169	R&D Systems (AF5197)	1:200	30
MMP-14/MT1-MMP	Novus Biologicals (NBP2-67415)	1:500	30

## Results

SSMs can be distinguished by other lymph node macrophage populations based on surface markers. In order to select the combination of markers and scatter parameters best suited for the isolation of intact lymph node macrophage subsets, we reasoned that since SSMs may possess low phagocytic activity (4), they may display low side scatter during flow cytometry-based analyses. Our recent work confirmed this hypothesis (8) and in this study we took advantage of this property to purify SSMs from tumor-draining lymph nodes (tdLNs) as 7AAD– CD45+ CD3– B220– Ly6G– CD11b+ CD169+ CD11c– SSC^LO^ (**Figure 1A**). The combination of the above markers provides maximum separation between macrophage populations and excludes unwanted contaminating cells and/or flow cytometric events with mixed markers. As reference macrophage population, we isolated medullary sinus macrophages (MSMs) as 7AAD– CD45+ CD3– B220– Ly6G– CD11b+ CD169+ CD11c+ SSC^HI^. Non-draining lymph nodes (ndLNs) were also collected from the contralateral flank of mice carrying a squamous cell carcinoma model (MOC2), for a total of 4 macrophage subsets. Importantly, SSMs and MSMs gated as above were bigger and had higher side scatter than lymphocytes, which is consistent with a macrophagic origin and suggests that what we are isolating are not small SSM-derived blebs (**Figure 1B**). These results indicate that the combination of markers and scatter parameters we adopted, combined with a modified lymph node dissociation protocol (**Supplementary Figure 1**), can be employed to identify bona-fide lymph node macrophage subsets.

In order to identify the gene signature of SSMs in cancer, we first confirmed our isolation protocol works as expected also on a flow sorter (see *Methods*). 

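Gene expression was measured in SSMs (CD11c-) and MSMs (CD11c+) sorted from tdLN and ndLN, collected 2 weeks after 500000 MOC2 cells, a squamous cell carcinoma model, were implanted intradermally. Each pool combined the lymph nodes of 2 mice, either 2 tdLN or 6 ndLN, and there were 2 libraries for each of the 4 groups. The 6 ndLN were contralateral inguinal, axillary and brachial nodes, whereas the tumor was implanted near the inguinal node. Contrasts of tdLN and ndLN therefore do not separate tumor drainage from the site of the nodes. The authors aligned the reads to the mouse genome mm10 with STAR and deposited the number of reads counted on each gene, without normalization. The text does not name the strand setting of the counting. Between 42972328 and 48130352 reads were counted on genes per library, with a median of 45519761 for SSMs from ndLN, 44729769.5 for SSMs from tdLN, 44859589 for MSMs from ndLN and 45574498 for MSMs from tdLN. The 10 most abundant genes took between 5.56% and 6.32% of the counts in SSMs from ndLN, between 9.46% and 10.2% in SSMs from tdLN and between 14.1% and 16.1% in MSMs. At these depths, 3 counts correspond to between 0.0623 and 0.0698 CPM (counts scaled to the library's total), a floor that covers counting error only. Counts were normalized by edgeR's TMM method, and normalized counts are given on the scale of 1 sequencing lane, as mean ± SD of the 2 libraries of a group. All 8 libraries were fitted in 1 model with group and pool, so that the groups share an estimate of the spread, and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p-value under 0.01 and a mean normalized count over 100. Summing the lanes, fitting all 8 libraries together and the pool term each change the number of genes that pass. The paper states a Holm adjustment. In what follows, the paper's model is its likelihood ratio test on lanes with Benjamini-Hochberg in place of Holm, unless Holm is named. Coordinates are those of mm10.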

After obtaining highly purified lymph node macrophage subsets (~10 thousand cells per sample), we performed deep sequencing on total RNA extracted from sorted cells.

Initial attempts to profile lymph node macrophage subsets (4) showed a relatively high T and B cell contamination. The same authors subsequently identified in IL7ra+Ccr6+ IL17-committed innate-like lymphocytes as a major contaminant in SSM preparations and/or analyses (11). In order to assess potential lymphocyte contamination, we defined 4 gene signatures, one for macrophages, one for B cells, one for T cells and one consisting of reference genes. Before comparing these 4 gene signatures between our gene expression profiling data and previously published microarray data (GSE15767), we normalized the dataset to allow inter-platform comparison (**Figure 1C**). Notwithstanding limitations of such comparisons, the correlation between the normalized values was very good (**Figure 1D**). We observed that the reference genes and the macrophage signatures remained constant between the datasets, whereas the T and B cell signatures were significantly lower (p=0.0266 and p=0.0008, respectively) in our dataset (**Figures 1E, F**). Furthermore, to assess potential contamination of IL7ra+Ccr6+ IL17-committed innate-like lymphocytes, we compared the normalized expression of IL7ra and Ccr6 between published microarray data and our lymph node macrophage preparations. 

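In the sequencing libraries, expression as log2(CPM + 1) was standardized within each library, summed over the marker genes of each list and divided by the sum over the reference genes, which was between 15.5 and 17.6 in the 8 libraries. The T cell signature over the reference was 1.11 ± 0.0348 (SD, n = 2) in SSMs from ndLN, 0.801 ± 0.0278 in SSMs from tdLN, 0.454 ± 0.0353 in MSMs from ndLN and 0.0885 ± 0.0425 in MSMs from tdLN. It was higher in the 4 SSM libraries than in the 4 MSM libraries by 0.687 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). The B cell signature was 0.144 ± 0.0267 in SSMs from ndLN, 0.243 ± 0.00182 in SSMs from tdLN, 0.282 ± 0.00665 in MSMs from ndLN and 0.209 ± 0.00525 in MSMs from tdLN, a difference between SSMs and MSMs over both types of node of -0.0519 (exact permutation test, two-sided, p = 0.2). This averages opposite differences. Both SSM libraries were below both MSM libraries in ndLN (0.163 and 0.125 against 0.277 and 0.286), and both were above in tdLN (0.244 and 0.242 against 0.205 and 0.213). The macrophage signature was 1.48 ± 0.00071 and 1.6 ± 0.0319 in SSMs from ndLN and tdLN, and 1.31 ± 0.0103 and 1.31 ± 0.0446 in MSMs from ndLN and tdLN. It was higher in SSMs by 0.231 (exact permutation test, two-sided, p = 0.0286). With the mean log2(CPM + 1) of the markers in place of the ratio, the T cell difference was 2.88 (exact permutation test, p = 0.0286). The published arrays are not analysed here.

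**Figure D1:**
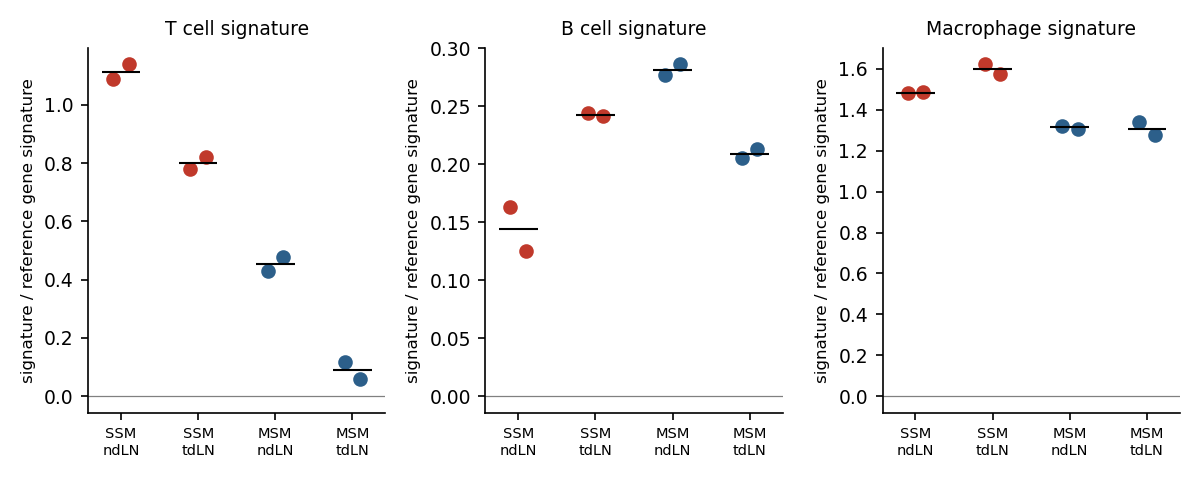
Signature of T cell, B cell and macrophage markers divided by the reference gene signature (vertical axis, ratio without unit) for each of the 8 libraries, by group. Points are libraries and bars are the means of 2 libraries. The T cell ratio is 1.11 in SSMs from ndLN and 0.0885 in MSMs from tdLN, and the macrophage ratio is between 1.28 and 1.62 in every library.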

We observed a significant decrease in those two markers in our RNAseq dataset (**Supplementary Figure 2**). These results indicate that the isolation procedure adopted decreased lymphocyte contamination in our lymph node macrophage preparations and that the resulting gene expression data is suitable for investigating SSM biology at the molecular level.

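Within the sequencing libraries, Il7r (chromosome 15, 9505788 to 9530176) had a normalized count of 15341 ± 2477 (SD, n = 2) in SSMs and 768 ± 144 in MSMs from ndLN, a log2 fold change of 4.32 (standard error 0.153, adjusted p = 1.45e-05, edgeR's quasi-likelihood test). Ccr6 (chromosome 17, 8236043 to 8257141) had 3546 ± 274 in SSMs and 164 ± 54.2 in MSMs from ndLN, a log2 fold change of 4.45 (standard error 0.21, adjusted p = 1.97e-05, same test). In SSMs from tdLN, the normalized counts of Il7r and Ccr6 were 6532 and 1067. Both genes passed under each of the 10 alternative fits that gave a test with Benjamini-Hochberg adjustment. The array values that the paper compares with are not analysed here.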

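Of the 11 T cell markers, 10 were higher in SSMs than in MSMs from ndLN in both pools and Cd8a was lower, with a median log2 fold change of 3.26 (camera in limma, adjusted p over 22 gene lists = 6.46e-08, and 5.52e-08 without pool as a block). Of the 9 macrophage markers, 6 were higher in SSMs in both pools, with a median of 0.41 that did not pass with camera (adjusted p = 0.103, and 0.185 without the block) and passed with fry, a self-contained test in limma (adjusted p = 0.0119). Icos, the T cell marker with the highest count, had a normalized count of 22466 in SSMs and 1074 in MSMs from ndLN. From T and B cell signatures and Il7r and Ccr6 levels below those of the published arrays, the paper concludes that its isolation procedure decreased lymphocyte contamination.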

To start exploring the gene profile of SSMs, we started from non-tumor draining lymph nodes and compared them to MSMs. We focused on several gene families of interest, including general macrophage markers (**Figure 2A**), C-type lectin receptors (**Figure 2B**), integrins (**Figure 2C**), chemokines and cytokines (**Figures 2D, E**), immunoglobulin Fc receptors (**Figure 2F**) and interferon family members (**Figure 2G**). 

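Itgax (chromosome 7, 128129547 to 128150657) had a normalized count of 1852 ± 587 (SD, n = 2) in SSMs and 9197 ± 349 in MSMs from ndLN, a log2 fold change of -2.34 (standard error 0.186, adjusted p = 1.33e-04, edgeR's quasi-likelihood test). All 4 SSM libraries were below all 4 MSM libraries, with 63.6 to 149 CPM in SSMs and 316 to 418 in MSMs. Of the 50-base windows of Itgax transcripts, 8.02% also occur in another gene's.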

As expected, SSMs expressed lower levels of the defining marker CD11c (Itgax; **Figure 2C**). To avoid considering genes expressed at very low to no levels, we first filtered for a mean expression (base mean) > 100 reads. 

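The cut-off was applied to the mean normalized count over all libraries on the scale of 1 lane, and 9988 of the 21085 genes were above it.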

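In ndLN, Csf2 (chromosome 11, 54247271 to 54249667) had a normalized count of 986 ± 244 (SD, n = 2) in SSMs and 5.99 ± 1.35 in MSMs, a log2 fold change of 7.38 (standard error 0.369, adjusted p = 2.63e-05, edgeR's quasi-likelihood test). Itga2 (chromosome 13, 114833081 to 114932100) had 507 ± 77.5 and 21.6 ± 25.7, a log2 fold change of 4.50 (standard error 0.583, adjusted p = 0.00113, same test). Ccl1, Il5 and Fcer1a were at or under the floor of 3 counts in both MSM libraries, so that their folds are lower bounds. Ccl1 was at least 356-fold higher in SSMs, with 577 ± 176 normalized counts (adjusted p = 1.14e-04, edgeR). Il5 was at least 260-fold higher, with 422 ± 361 (adjusted p = 0.00336, edgeR), and 21.6% of the 50-base windows of its transcripts also occur in another gene's. Fcer1a was at least 332-fold higher, with 540 ± 288 (adjusted p = 0.00374, edgeR). Ccl20, Fcrl6 and Ifnb1 were also at or under the floor in MSMs and low in SSMs, with 21.2 ± 17.0, 27.7 ± 12.0 and 22.0 ± 18.8 normalized counts. They were at least 13.0-fold, 17.0-fold and 13.5-fold higher in SSMs, with adjusted p-values of 0.0941, 0.0237 and 0.117 (edgeR) and mean normalized counts of 12.8, 10.6 and 10.0 over all libraries, so that they passed neither cut-off. Under the paper's model, with every lane as a sample, the adjusted p-values of Ccl20, Fcrl6 and Ifnb1 were 6.36e-04, 3.57e-05 and 5.80e-04. Markers of other cell types were also higher in SSMs than in MSMs from ndLN, with a median log2 fold change of 6.86 for 12 basophil and mast cell markers, 4.59 for 12 markers of innate-like T and lymphoid cells and 4.92 for 10 NK and cytotoxic cell markers (adjusted p = 1.69e-04, 9.58e-11 and 1.14e-09, camera in limma). Without pool as a block, the adjusted p-values of these lists were 2.17e-04, 1.40e-10 and 5.03e-10.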

Among the genes most highly expressed by SSMs (p adjusted < 0.01), as compared to MSMs, were Csf2, Itga2, Ccl1, Ccl20, Il5, Fcer1a, Fcrl6 and Ifnb1. Among the genes most highly expressed by MSMs (p adjusted < 0.01), as compared to SSMs, were Cd207, Clec4b2, Clec9a, Itga8, Cxcl9, Il12a, Il23a, Fcer2a and Fcrla. These results indicate that SSMs and MSMs possess a unique gene signature that may underlie their specialized functions.

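In ndLN, Cd207 (chromosome 6, 83671215 to 83677857) had a normalized count of 42.1 ± 36.0 (SD, n = 2) in SSMs and 2201 ± 912 in MSMs, a log2 fold change of -5.69 (standard error 0.488, adjusted p = 1.73e-04, edgeR's quasi-likelihood test). Clec9a (chromosome 6, 129408862 to 129424763) had 34.9 ± 17.0 and 4549 ± 41.3, a log2 fold change of -7.0 (standard error 0.315, adjusted p = 1.85e-05, same test). Itga8 had 35.9 ± 19.7 and 964 ± 298, with a log2 fold change of -4.73. Cxcl9 had 561 ± 456 and 7133 ± 1854, with a log2 fold change of -3.75, and Fcrla had 19.5 ± 17.0 and 806 ± 61.5, with a log2 fold change of -5.40. The adjusted p-values of Itga8, Cxcl9 and Fcrla were 5.56e-05, 8.34e-04 and 1.22e-04 (edgeR). Clec4b2 was at the floor in SSMs and at least 210-fold higher in MSMs, with 275 ± 47.8 normalized counts (adjusted p = 2.56e-04, edgeR). Il23a and Fcer2a had log2 fold changes of -5.38 and -4.42 (adjusted p = 0.00493 and 0.00971, edgeR). The mean normalized counts of Clec4b2, Il23a and Fcer2a over all libraries were 75.1, 45.6 and 57.0, below the cut-off of 100. Il12a had 2.05 ± 2.90 normalized counts in SSMs and 40.04 ± 28.8 in MSMs, a log2 fold change of -4.31 that did not pass (standard error 1.11, adjusted p = 0.0204, edgeR). Cd207 and Clec9a belong to a list of 10 dendritic cell markers, whose median log2 fold change was -2.58 (adjusted p = 2.13e-06, camera in limma, and 3.00e-06 without pool as a block).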

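Between SSMs and MSMs from ndLN, 2544 genes were differentially expressed (edgeR's quasi-likelihood test), 1267 higher in SSMs and 1277 higher in MSMs. Without pool as a block, the number was 2808, and 2487 of the 2544 genes passed there as well. By fold, the alternative that moved the number most was a Holm adjustment, with 207 genes. With every lane as a sample, the paper's model gave 5371 genes with Benjamini-Hochberg adjustment, which included 2524 of the 2544. The largest rises in SSMs among genes changed the same way in both pools were those of Mrgprb1, Tph1, Ccl1, Arhgef26 and Cpa3. Mrgprb1, Tph1 and Arhgef26 were at or under the floor in MSMs and at least 748-fold, 451-fold and 299-fold higher in SSMs. Cpa3 had a normalized count of 9859 ± 4006 (SD, n = 2) in SSMs and 1.296 ± 1.01 in MSMs. The largest falls were those of Ighv7-3, Gramd2, Cyp8b1, Iglv2 and Notch4. Gramd2 and Cyp8b1 were at least 342-fold and 286-fold lower in SSMs, and Notch4 had 4.52 ± 5.22 normalized counts in SSMs and 1831 ± 529 in MSMs. The immunoglobulin genes Ighv7-3 and Iglv2 rest on pool 1 of the MSMs, with 211 and 284 CPM there and 0.0223 and 0.178 in pool 2, and did not pass without the block (adjusted p = 0.0523 and 0.0121, edgeR). From the lists of differentially expressed genes, the paper concludes that SSMs and MSMs have distinct gene signatures, which it proposes may underlie specialized functions.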

**Figure 2:**
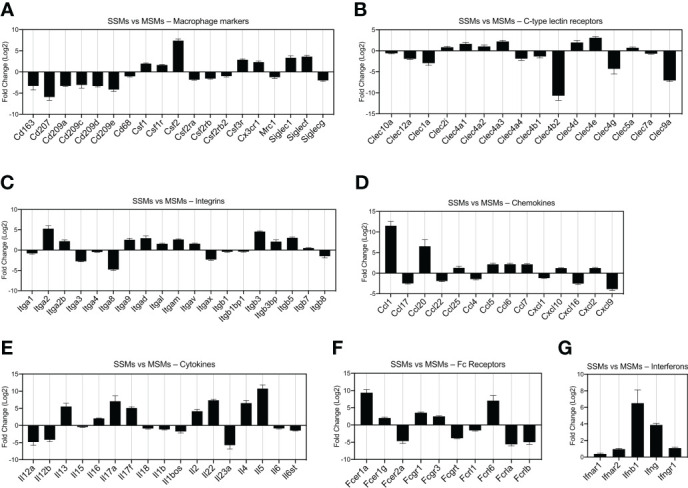
Comparison of gene expression between SSMs and MSMs isolated from non-draining lymph nodes. Gene families of interest are shown. Genes shown have a p-adjusted value < 0.01 and a mean expression level > 100 reads. **(A)** Macrophage markers. **(B)** C-type lectin receptors. **(C)** Integrins. **(D)** Chemokines. **(E)** Cytokines. **(F)** Fc receptors. **(G)** Interferons and receptors. Fold change > 0 indicates genes upregulated in SSMs. Fold change < 0 indicates genes upregulated in MSMs.

We next asked how the presence of a tumor influences SSMs global gene expression. To this end, we compared SSMs profiles between tumor-draining and non-draining lymph nodes and performed gene ontology analysis on up-regulated and down-regulated genes. 

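Between SSMs from tdLN and ndLN, 639 genes were differentially expressed (edgeR's quasi-likelihood test), of which 418 were raised and 221 had fallen in tdLN. The number was 796 without pool as a block, with 579 genes shared. A fit of the 4 SSM libraries alone moved the number most, to 0, with 3506 genes at an unadjusted p-value under 0.05. Among the genes changed the same way in both pools, Bpifa2 fell most, from 1366 ± 34.9 normalized counts (SD, n = 2) in ndLN to the floor in tdLN, at least 889-fold lower (adjusted p = 0.00104, edgeR). Popdc3, Chad and Arhgef28 followed, with log2 fold changes of -4.48, -4.13 and -3.89. Mcpt1 was at the floor in ndLN and at least 419-fold higher in tdLN, with 548 ± 223 normalized counts (adjusted p = 0.00411, edgeR). The other large changes were in the immunoglobulin genes Igkv1-135, Ighv2-2, Igkv12-98, Ighv1-82 and Igkv12-44, each of which rests on 1 library and did not pass without the block (adjusted p between 0.0204 and 0.137, edgeR). Igkv12-44 had 208 CPM in pool 2 of the tdLN and 0.202 in pool 1. Of the 221 genes that had fallen, 192 were higher and 4 lower in SSMs than in MSMs from ndLN, and of the 418 raised genes, 51 were higher and 181 lower. Both contrasts use the same 2 SSM libraries from ndLN, with opposite sign, so that chance deviations in these libraries also push the numbers this way.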

The results show which biological processes are affected by the presence of squamous cell carcinomas growing in the tissue drained by the local sentinel LN. We observed an increase in expression of genes regulating immune responses and vesicular transport (**Figures 3A–C**). 

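The ontology terms of the paper were not tested again. In their place, 22 gene families and marker lists, defined by symbol before the data were examined, were tested with camera in limma, and 15 of them changed between SSMs from tdLN and ndLN at an adjusted p-value under 0.05, 9 raised and 6 fallen. The list of 9 secreted factors, 1 of the 6, is the paper's own choice from these data. The 4 lysosome-associated genes, 1 of the 9 raised lists, are genes that the paper names as raised in these data. Without pool as a block, 16 changed, and with the correlation between genes estimated from the data in place of a fixed 0.01, 0 did. The 48 proteasome subunits had a median log2 fold change of 0.40 (adjusted p = 4.44e-10, and 1.14e-10 without the block, camera), and 45 of the 47 above the mean count cut-off were raised, although 0 of them passed alone at an adjusted p-value of 0.01 (edgeR's quasi-likelihood test). In MSMs, 43 of the 47 were raised as well, with a median of 0.18 for the 48 genes. The 8 reference genes, which include Psmb2, had a median of 0.29 in SSMs and did not pass (adjusted p = 0.109, camera).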

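The 12 Toll-like receptor genes, a family of innate immune receptors, had a median log2 fold change of 1.45 between SSMs from tdLN and ndLN (adjusted p = 6.71e-09, and 4.48e-08 without pool as a block, camera in limma). All 11 above the mean count cut-off were raised in both pools, by log2 fold changes between 1.02 and 2.13. Of these, Tlr1, Tlr2, Tlr8 and Tlr13, named after their values were seen, were differentially expressed, with adjusted p-values of 0.0026, 0.0043, 0.00411 and 0.00319 (edgeR's quasi-likelihood test). Tlr8 did not pass without the block (adjusted p = 0.0259).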

In particular, we found a significant enrichment of genes associated with innate immune responses and immune effector functions (**Figure 3A**). Among gene ontology categories describing positive regulation of cellular processes, we found an enrichment for genes related to cytokine production, protein metabolism and innate immune response (**Figure 3B**). These results suggest that SSMs may have an active role in responding to lymph-borne tumor antigens. 

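Of 29 sorting nexin genes, which act in endosomal sorting, 27 were above the mean count cut-off and 21 of these were raised in SSMs from tdLN, or 20 with DESeq2's size factors. Their median log2 fold change was 0.24 (adjusted p = 0.00882, and 0.00675 without pool as a block, camera in limma). It passed with fry, a self-contained test (adjusted p = 0.0384), and did not on genes with a mean over 100 (adjusted p = 0.0681, camera). The 34 Vps genes had a median of 0.22 (adjusted p = 0.0138, and 0.0147 without the block, camera), with 22 of 32 above the cut-off raised, or 21 with DESeq2's size factors. The Vps genes passed neither with fry (adjusted p = 0.101) nor on genes with a mean over 100 (adjusted p = 0.127, camera). For the 55 Rab GTPase genes, the median of 0.13 did not stand apart from that of the other genes (adjusted p = 0.27, and 0.239 without the block, camera). In MSMs, 18 of the 27 sorting nexins and 14 of the 32 Vps genes above the cut-off were raised.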

Interestingly, we noticed that ontologies related to vesicle-mediated transport were also enriched in SSMs exposed to tumors (**Figure 3C**). On the other hand, we observed a decrease in expression of genes involved in cell adhesion and T cell regulation (**Figures 3D, E**). These additional results suggest that cancers may shape SSM biology by promoting vesicle-mediated transport of lymph-borne particulate antigens, which may be achieved by a decrease in cell adhesion, thereby allowing increased activity of membrane processes. 

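The 29 integrin genes, taken as a family of adhesion molecules, had a median log2 fold change of -0.55 between SSMs from tdLN and ndLN, which did not pass with camera (adjusted p = 0.125, and 0.0846 without pool as a block) and passed with fry, a self-contained test in limma (adjusted p = 0.00734). Of 19 integrins above the mean count cut-off, 10 had fallen and 9 were raised in both pools. All 11 T cell markers had fallen in both pools, with log2 fold changes between -2.56 and -0.60 and a median of -0.89 (adjusted p = 1.18e-09, and 1.01e-09 without the block, camera), and Cd4, Cd8b1 and Zap70 were differentially expressed (adjusted p = 0.00265, 0.00975 and 0.0094, edgeR), although Zap70 did not pass without the block (adjusted p = 0.012). In MSMs, 9 of the 11 had also fallen in both pools. Their log2 fold changes there were between -2.66 and -0.31 for all 11, with a median of -2.08, a larger fall than in SSMs. From raised vesicle-mediated transport and lowered adhesion, the paper proposes that tumors may shape how SSMs handle lymph-borne antigens.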

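Between tdLN and ndLN, 639 genes were differentially expressed in SSMs and 5 in MSMs, a ratio of 128 (edgeR's quasi-likelihood test on 8 libraries). Without pool as a block, the numbers were 796 and 9, a ratio of 88.4. The 5 genes in MSMs were Spon1, which was raised, and Bpifa2, Lef1, Cd2 and Ets1, which had fallen. Spon1 did not pass without the block (adjusted p = 0.0192). At an unadjusted p-value under 0.05, there were 3768 genes in SSMs and 1819 in MSMs. The alternative that moved the ratio most was the paper's model, DESeq2's likelihood ratio test with every lane as a sample and Benjamini-Hochberg adjustment, which gave 4266 and 2046 genes, a ratio of 2.09. With the Holm adjustment that the paper states, a setting chosen after seeing the data, that model gave 2355 and 824 genes, a ratio of 2.86. A DESeq2 Wald test on the 8 libraries gave 1793 and 458 genes. Changes of at least 2-fold in the same direction in both pools, counted without a test among genes above the mean count cut-off, numbered 959 in SSMs and 318 in MSMs. The biological coefficient of variation between libraries was 0.201 for SSMs and 0.21 for MSMs. A test of the difference itself, the interaction of subset and node, gave 8 genes, 7 with a larger rise in SSMs and 1 with a larger fall (edgeR), and 11 genes without the block. With DESeq2's size factors, it gave 4 genes, all with a larger rise in SSMs.

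**Figure D2:**
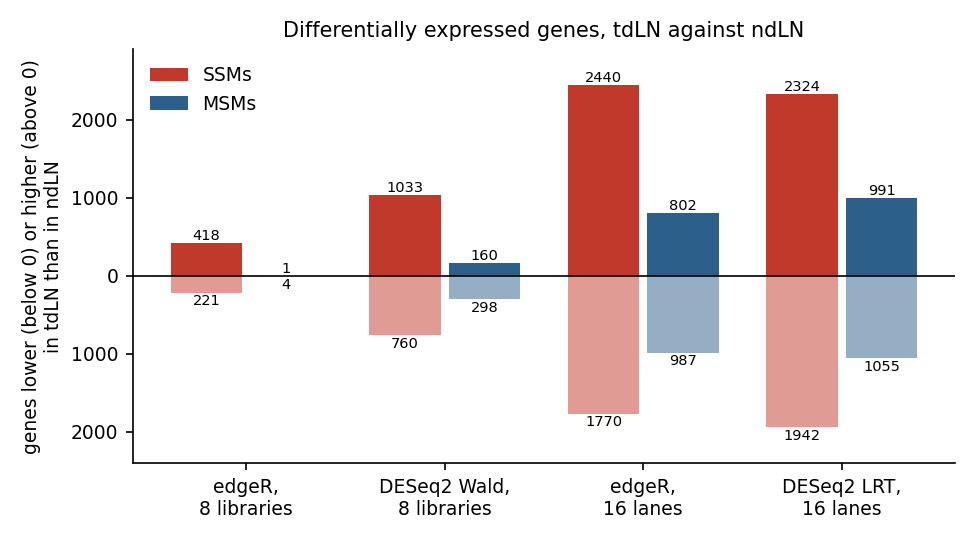
Number of genes raised and fallen between tdLN and ndLN (vertical axis, genes) in SSMs and MSMs under 4 settings, raised genes above and fallen genes below 0. With edgeR on 8 libraries, 418 genes were raised and 221 had fallen in SSMs, against 1 and 4 in MSMs, and with DESeq2's likelihood ratio test on 16 lanes, 2324 and 1942 against 991 and 1055.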

Overall, SSMs displayed twice as many differentially expressed genes as compared to MSMs (**Figure 3F**), further highlighting a preferential influence of tumors on SSMs.

**Figure 3:**
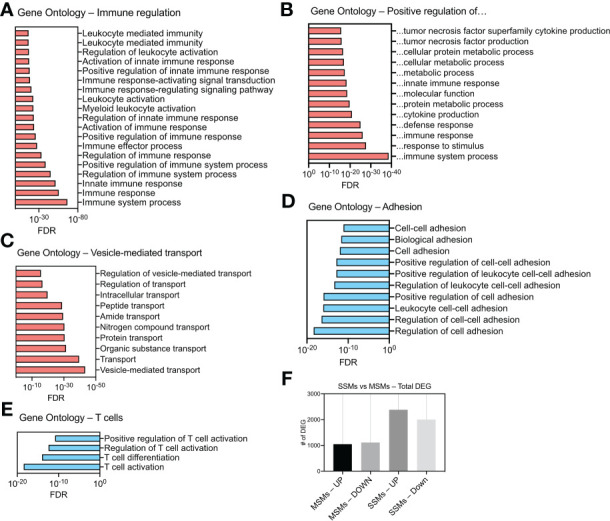
Gene ontology analysis of differentially expressed genes (DEG) in SSMs between tumor-draining and non-draining lymph nodes. **(A)** Gene Ontologies related to immune regulation. **(B)** Gene Ontologies related to positive regulations. **(C)** Gene Ontologies related vesicle-mediated transport. **(D)** Gene Ontologies related to cell adhesion. **(E)** Gene Ontologies related to T cell biology. Gene Ontologies enriched in genes up-regulated between SSMs from tumor-draining and non-draining lymph nodes are shown in red. Gene Ontologies enriched in genes down-regulated between SSMs from tumor-draining and non-draining lymph nodes are shown in blue. Genes with a p-adjusted value < 0.01 and a mean expression level > 100 reads were used. **(F)** Total number of up-regulated and down-regulated DEG in the two macrophage subsets between tumor-draining and non-draining lymph nodes.

We demonstrated that SSMs possess anti-tumor activity by showing that in their absence tumors grow faster (8). These observations have been confirmed in additional tumor types (9, 10). The analyses above start to narrow down which potential biological processes may be at the root of SSM biology in cancer. In order to identify the specific molecular alterations associated with SSM anti-tumor activity, we sought to define which specific genes are touched by the presence of tumor cells in the tissue drained by the lymph node where SSMs reside. To this end, we compared SSM gene expression between tumor-draining and non-draining lymph nodes and focused on gene lists of interests (**Figure 4**). We started from gene lists from the ImmPort project (16), which included cytokines (including chemokines, interferons, interleukins, TNF- and TGFb-family members); genes involved in antigen processing and presentation, both class-I and class-II restricted; and genes involved in innate immunity, generally annotated as anti-microbial activity. 

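In SSMs, Ccl4 (chromosome 11, 83662584 to 83664683) had a normalized count of 13838 ± 4118 (SD, n = 2) in tdLN and 4602 ± 1846 in ndLN, a log2 fold change of 1.57 (standard error 0.314, adjusted p = 0.0224, edgeR's quasi-likelihood test). Slpi (chromosome 2, 164354070 to 164389095) had 4099 ± 2924 and 659 ± 113, a log2 fold change of 2.68 (standard error 0.837, adjusted p = 0.097, same test). Ifng had 1767 ± 678 and 868 ± 141, a log2 fold change of 0.97 with an adjusted p of 0.158, and 19.9% of the 50-base windows of its transcripts also occur in another gene's. Mx2, which the annotation lists as a polymorphic pseudogene, had 434 ± 36.1 and 165 ± 167, a log2 fold change of 1.51 with an adjusted p of 0.131 (edgeR). All 4 genes were raised in both pools, and none of them passed 0.01. Under the paper's model with every lane as a sample, their adjusted p-values were 8.86e-04 for Ccl4, 1.78e-04 for Slpi, 4.01e-04 for Ifng and 0.00365 for Mx2.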

We observed that among the genes whose expression was most increased by tumors in SSMs were the cytokines Ccl4 and Ifng; the protease inhibitor Slpi and the interferon-induced GTP-binding protein Mx2 (**Figure 4A**). 

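In SSMs, Cma1 (chromosome 14, 55941451 to 55944675) had a normalized count of 1500 ± 962 (SD, n = 2) in tdLN and 8963 ± 3485 in ndLN, a log2 fold change of -2.69 (standard error 0.472, adjusted p = 0.0136, edgeR's quasi-likelihood test). Cma1 passed without pool as a block, with an adjusted p of 0.00747 (edgeR). Penk had 29.9 ± 37.9 and 280 ± 1.902 and Gnai1 53.9 ± 56.2 and 353 ± 177, with log2 fold changes of -3.23 and -2.67 and adjusted p-values of 0.0321 and 0.0479 (edgeR). Ccr3 had 286 ± 228 and 565 ± 63.2, a log2 fold change of -1.12 (adjusted p = 0.165, edgeR). The fall in Ccr3 was -2.28 on the log2 scale in pool 1 and -0.22 in pool 2. Cma1 is 1 of 12 basophil and mast cell markers, whose median log2 fold change between tdLN and ndLN was -2.22 in SSMs (adjusted p = 4.12e-05, and 5.52e-06 without the block, camera in limma, and 0.0506 with fry), and Ccr3 is an eosinophil marker.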

On the other hand, we found that the chymotryptic serine proteinase Cma1, the endogenous opioid polypeptide hormone Penk, Guanine nucleotide-binding protein Gnai1 and the chemokine receptor Ccr3 were among the most down-regulated genes in SSMs after the influence of a local tumor mass (**Figure 4B**). These results suggest that SSMs may respond to lymph-borne tumor material by promoting changes in the local extracellular matrix within the lymph node sub-capsular sinus.

**Figure 4:**
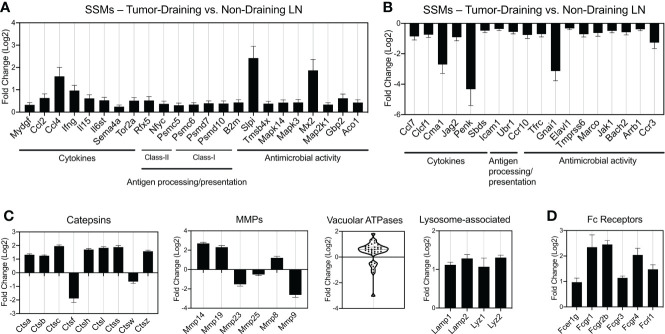
Gene families differentially regulated by tumors in SSMs. **(A, B)** Immune gene lists from the ImmPort project: cytokines (including chemokines, interferons, interleukins, TNF- and TGFb-family members), genes involved in antigen processing and presentation (class-I and class-II restricted) and genes involved in innate immunity, generally annotated as anti-microbial activity genes. Up-regulated **(A)** and down-regulated **(B)** genes are shown. **(C)** Curated gene families for lysosomal genes (Catepsins, vacuolar ATPases and other lysosome-associated genes) and matrix metalloproteases (MMPs). **(D)** Fc receptor genes differentially regulated by tumors in SSMs. All comparisons are between SSMs from tumor-draining lymph nodes versus SSMs from non-draining lymph nodes. Genes with a p-adjusted value < 0.01 and a mean expression > 100 were used.

At steady state, SSMs express low levels of genes coding for lysosomal enzymes (4). In order to investigate whether SSM proteolytic activity changes in the context of cancer, we analyzed proteases, vacuolar ATPases and other lysosome-associated genes. Catepsins are proteases that become activated at the low pH found in lysosomes. We found that 7 Catepsin family genes were significantly up-regulated (>2-fold) in SSMs from tumor-draining lymph nodes (**Figure 4C**). 

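Between SSMs from tdLN and ndLN, 7 cathepsin genes were raised by more than 2-fold, and Ctsa, Ctsb, Ctsc, Ctsh, Ctss and Ctsz passed both cut-offs. Ctsc (chromosome 7, 88278085 to 88310888) had a normalized count of 65170 ± 10180 (SD, n = 2) in tdLN and 16902 ± 4870 in ndLN, a log2 fold change of 1.96 (standard error 0.136, adjusted p = 0.0011, edgeR's quasi-likelihood test). Ctss, the most abundant, had 69452 ± 7970 and 18982 ± 5796, a log2 fold change of 1.89 (standard error 0.158, adjusted p = 0.00158, same test). The log2 fold changes of Ctsa, Ctsb, Ctsh and Ctsz were between 1.26 and 1.72. Ctsl had 3571 ± 548 and 1000.0 ± 198, a log2 fold change of 1.84, and did not pass (adjusted p = 0.0165, edgeR), although it did without pool as a block (adjusted p = 0.00872). Of the 50-base windows of their transcripts, 26.3% for Ctsl, 12.1% for Ctsb and 11.6% for Ctsa also occur in another gene's. The 14 cathepsin genes had a median log2 fold change of 1.3 (adjusted p = 1.05e-04, and 4.58e-04 without the block, camera in limma). A list of 13 macrophage identity genes without cathepsins rose by more, with median log2 changes of 1.92 in pool 1 and 2.00 in pool 2 against 1.58 and 1.72 for the 6 cathepsins that passed, which were chosen as raised. The 9 macrophage markers had medians of 0.69 and 0.93, and all 14 cathepsins 1.28 and 0.76.

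**Figure D3:**
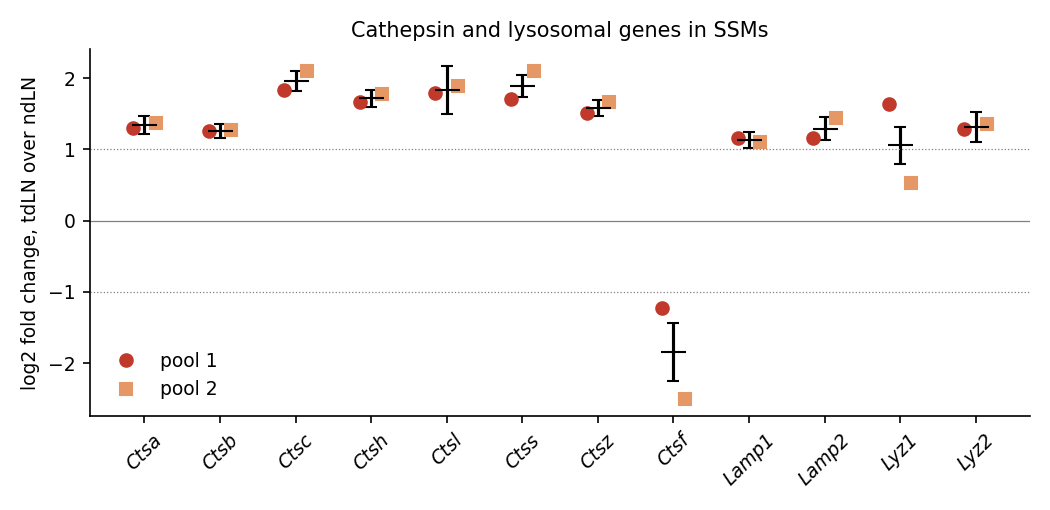
Log2 fold change between SSMs from tdLN and ndLN (vertical axis) of 12 cathepsin and lysosomal genes (horizontal axis). Black dashes with error bars are the estimate and standard error of the fit, and coloured points are pools 1 and 2. The values of all 12 genes shown except Ctsf are above 0, and Ctsc has a log2 fold change of 1.96.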

When we looked at extracellular proteases, matrix metallo-proteases in particular, we observed that Mmp-14, Mmp-19 and Mmp-8 were also up-regulated in SSMs in cancer (**Figure 4C**). 

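Mmp14 (chromosome 14, 54431612 to 54445364) had a normalized count of 6007 ± 1325 (SD, n = 2) in SSMs from tdLN and 904 ± 74.7 in SSMs from ndLN, a log2 fold change of 2.72 (standard error 0.233, adjusted p = 0.00161, edgeR's quasi-likelihood test). Mmp19 had 673 ± 474 and 131 ± 82.0, a log2 fold change of 2.32, and Mmp8 had 411 ± 138 and 176 ± 61.1, a log2 fold change of 1.22. Mmp19 and Mmp8 were raised in both pools and did not pass, with adjusted p-values of 0.0157 and 0.02 (edgeR). Of the 50-base windows of Mmp19 transcripts, 24.7% also occur in another gene's. The 19 matrix metalloprotease genes together did not change, with a median log2 fold change of -0.27 (adjusted p = 0.869, and 0.991 without pool as a block, camera in limma).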

On the other hand, Catepsin-f, Mmp-23 and Mmp-9 were among the highest proteases down-regulated in SSMs from tumor-draining lymph nodes (**Figure 4C**). 

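Mmp9 (chromosome 2, 164940780 to 164955850) had a normalized count of 98.1 ± 34.1 (SD, n = 2) in SSMs from tdLN and 583 ± 59.2 in SSMs from ndLN, a log2 fold change of -2.58 (standard error 0.302, adjusted p = 0.00333, edgeR's quasi-likelihood test). Ctsf had 155 ± 61.3 and 554 ± 125, a log2 fold change of -1.84, and Mmp23 had 107 ± 10.7 and 306 ± 69.0, a log2 fold change of -1.51. Both had fallen in both pools, and their adjusted p-values of 0.0325 and 0.0177 did not pass (edgeR). Mmp23 passed without pool as a block, with an adjusted p of 0.00968 (edgeR).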

Vacuolar ATPases acidify a wide array of intracellular organelles, including lysosomes. 

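All 16 vacuolar ATPase genes above the mean count cut-off, of 23 tested, were higher in SSMs from tdLN than from ndLN in both pools, by log2 fold changes between 0.20 and 1.83. Of these, 5 were differentially expressed, namely Atp6v0a1, Atp6v0b, Atp6v0c, Atp6v1a and Atp6v1b2, which were named after their values were seen. Atp6v0a1 had the largest log2 fold change, 1.83, with an adjusted p of 0.00581 (edgeR's quasi-likelihood test). The median log2 fold change of the 23 genes was 0.66 (adjusted p = 1.40e-07, and 2.32e-07 without pool as a block, camera in limma). In MSMs, 8 of the 16 were raised in both pools. Under the paper's model with every lane as a sample, 14 passed in SSMs.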

When we analyzed the family of vacuolar ATPases, we found that the vast majority were up-regulated in SSMs from tumor-draining lymph nodes (**Figure 4C**). In agreement with these findings, we measured an up-regulation of lysosomal markers Lysosomal-associated membrane protein 1 and 2, and Lysozyme 1 and 2 (**Figure 4C**). These results suggest that cancer cells trigger an increase in lysosomal activity in SSMs.

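Lamp1 (chromosome 8, 13159161 to 13175338) had a normalized count of 24519 ± 1715 (SD, n = 2) in SSMs from tdLN and 11182 ± 424 in SSMs from ndLN, a log2 fold change of 1.13 (standard error 0.108, adjusted p = 0.00197, edgeR's quasi-likelihood test). Lamp2 had 14448 ± 2903 and 5985 ± 2022, a log2 fold change of 1.29 (standard error 0.16, adjusted p = 0.00409, same test), and did not pass without pool as a block (adjusted p = 0.0127). Lyz2 had 364060 ± 101830 and 146610 ± 46249, a log2 fold change of 1.32 close to the threshold (adjusted p = 0.00984, edgeR), and Lyz1 had 3420 ± 851 and 1623 ± 467, a log2 fold change of 1.06 that did not pass (adjusted p = 0.0433, edgeR). Of the 50-base windows of their transcripts, 15.4% for Lyz2 and 16.1% for Lyz1 also occur in another gene, so that the counting could have split reads between these neighbours on chromosome 10. The 4 genes together had a median log2 fold change of 1.21 (adjusted p = 5.32e-06, and 1.97e-05 without the block, camera in limma). This is no separate test, because the paper names these 4 genes as raised in these same data.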

The observed increase in proteolytic and lysosomal activity in SSMs from tumor-draining lymph nodes prompted us to interrogate how lymph-borne tumor material may be captured by SSMs. Several studies suggested that tumor cells and tumor antigens form immune complexes with immunoglobulins (19–21). Thus, we asked whether Fc receptors may be involved in capturing tumor material by SSMs. 

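Of 16 Fc receptor genes, 11 were above the mean count cut-off and 10 of these were higher in SSMs from tdLN than from ndLN in both pools. Fcgr2b (chromosome 1, 170958617 to 170976547) had a normalized count of 14791 ± 1003 (SD, n = 2) in tdLN and 2781 ± 1078 in ndLN, a log2 fold change of 2.44 (standard error 0.226, adjusted p = 0.00197, edgeR's quasi-likelihood test), and 6.95% of the 50-base windows of its transcripts also occur in another gene's. Fcgrt, the neonatal Fc receptor, named after its values were seen, passed as well, with a log2 fold change of 1.91 (adjusted p = 0.00246, edgeR). Fcer1g, Fcgr3 and Fcrl1 had log2 fold changes of 0.96, 1.15 and 1.49 and did not pass, with adjusted p-values of 0.0303, 0.0165 and 0.0131 (edgeR). Fcrl1 passed without pool as a block, with an adjusted p of 0.00639. The family's median log2 fold change was 1.66 (adjusted p = 2.27e-05, and 1.55e-05 without the block, camera in limma).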

We found that several Fc receptor genes were up-regulated in SSMs from tumor-draining lymph nodes (**Figure 4D**), suggesting that one of the mechanisms by which SSMs capture lymph-borne tumor antigenic material may be *via* Fc receptor binding of immune complexes. In order to further test the tumor-mediated upregulation of Fc receptors in SSMs, we performed imaging and flow cytometric studies of tumor-draining and non-draining lymph nodes. We focused on FcgR1 and FcgR4, because they were both upregulated in SSMs from tumor-draining lymph nodes (**Figure 4D**) and because commercial antibodies were available. 

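Fcgr1 (chromosome 3, 96282909 to 96293969) had a normalized count of 3551 ± 429 (SD, n = 2) in SSMs from tdLN and 863 ± 738 in SSMs from ndLN, a log2 fold change of 2.34 that did not pass 0.01 (standard error 0.416, adjusted p = 0.015, edgeR's quasi-likelihood test). The log2 fold change was 1.48 in pool 1 and 3.25 in pool 2. Fcgr4 (chromosome 1, 171018920 to 171029761) had 976 ± 90.0 and 260 ± 162.6, a log2 fold change of 1.98 (standard error 0.306, adjusted p = 0.00909, same test). Neither Fcgr4 (adjusted p = 0.0154) nor Fcgr1 (adjusted p = 0.0706) passed without pool as a block.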

We observed that FcgR1 and FcgR4 were almost exclusively found in SSMs from tumor-draining lymph nodes (**Figure 5A**). These findings were confirmed by flow cytometric analysis (**Figure 5B**). In order to test the novel SSM markers identified in our SSM profiling, we performed flow cytometric analysis to compare SSMs and MSMs. We tested FceR1a because it was one of the most highly differentially expressed genes in SSMs (**Figure 2F**). We observed that FceR1a was present at higher levels on SSMs, as compared to MSMs, in both non-draining and tumor-draining lymph nodes (**Figure 5C**). We performed imaging analyses of two additional targets identified as upregulated by tumors in SSMs, MMP14 and CCL4 (**Figure 4**). Although the difference between SSMs from tumor-draining and non-draining lymph nodes was not as stark as in the case of FcgR1 and FcgR4, we measured increased co-localization of MMP14 and CCL4 with CD169+ SSMs in tumor-draining nodes (**Supplementary Figure 3**). Overall, these results indicate that several Fc receptors are upregulated in SSMs by tumors.

**Figure 5:**
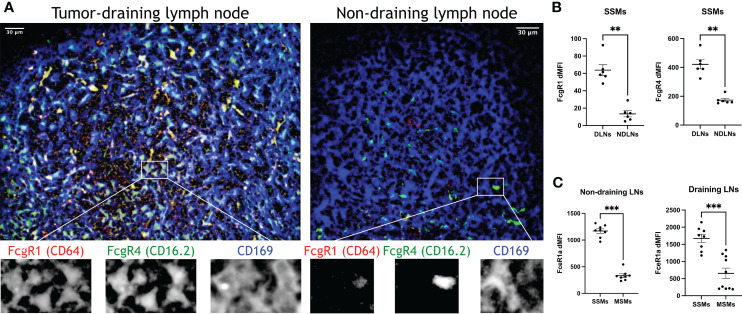
Confirmation of top differentially expressed genes in SSMs. **(A)** Optical section (4.4um) of sub-capsular regions projected from a 3D reconstruction of tumor-draining and non-draining lymph nodes (tdLNs and ndLNs) from mice bearing MOC2 tumors. FcgR1 and FcgR4 were expressed only in SSMs from tdLNs, as compared to SSMs from ndLNs, exceeding the expected upregulation measured by sequencing (**Figure 4D**). Single color details of the highlighted region are shown at the bottom, to confirm co-localization. Images are representative of ~50um-deep 3D volumes (n = 2). Scale bar: 30um. **(B, C)** Flow cytometric analysis of tdLNs and ndLNs from mice bearing MOC2 tumors. As expected (**Figure 4D**), FcgR1 and FcgR4 were upregulated in SSMs from tdLNs, as compared to SSMs from ndLNs **(B)**. As expected (**Figures 2F**, **4D**), FceR1a was upregulated in both ndLNs (left panel) and tdLNs (right panel) SSMs, as compared to MSMs from corresponding lymph nodes **(C)**. Expression intensity (dMFI) was calculated by subtracting intensity of fluorescence minus one controls. SSMs and MSMs were gated as in **Figure 1**. Statistical test by Mann-Whitney test. (**p < 0.01; ***p < 0.001).

In cancer patients, the density of SSMs has been associated with increased survival in several different tumor types (22). In order to test whether the markers identified in this study may also apply to SSMs from cancer patients, we performed multiplex immunohistochemistry on regional lymph nodes from head and neck cancer patients. We selected tumor-free, N0 nodes in order to avoid confounding effects of metastatic disease. We observed that FcgR1, FcgR3A (the human equivalent of murine FcgR4) and MMP14 were all present, in different degrees, in human SSMs (**Figure 6**). These observations suggest that the markers we identified in murine models may be applicable to patients as well.

**Figure 6:**
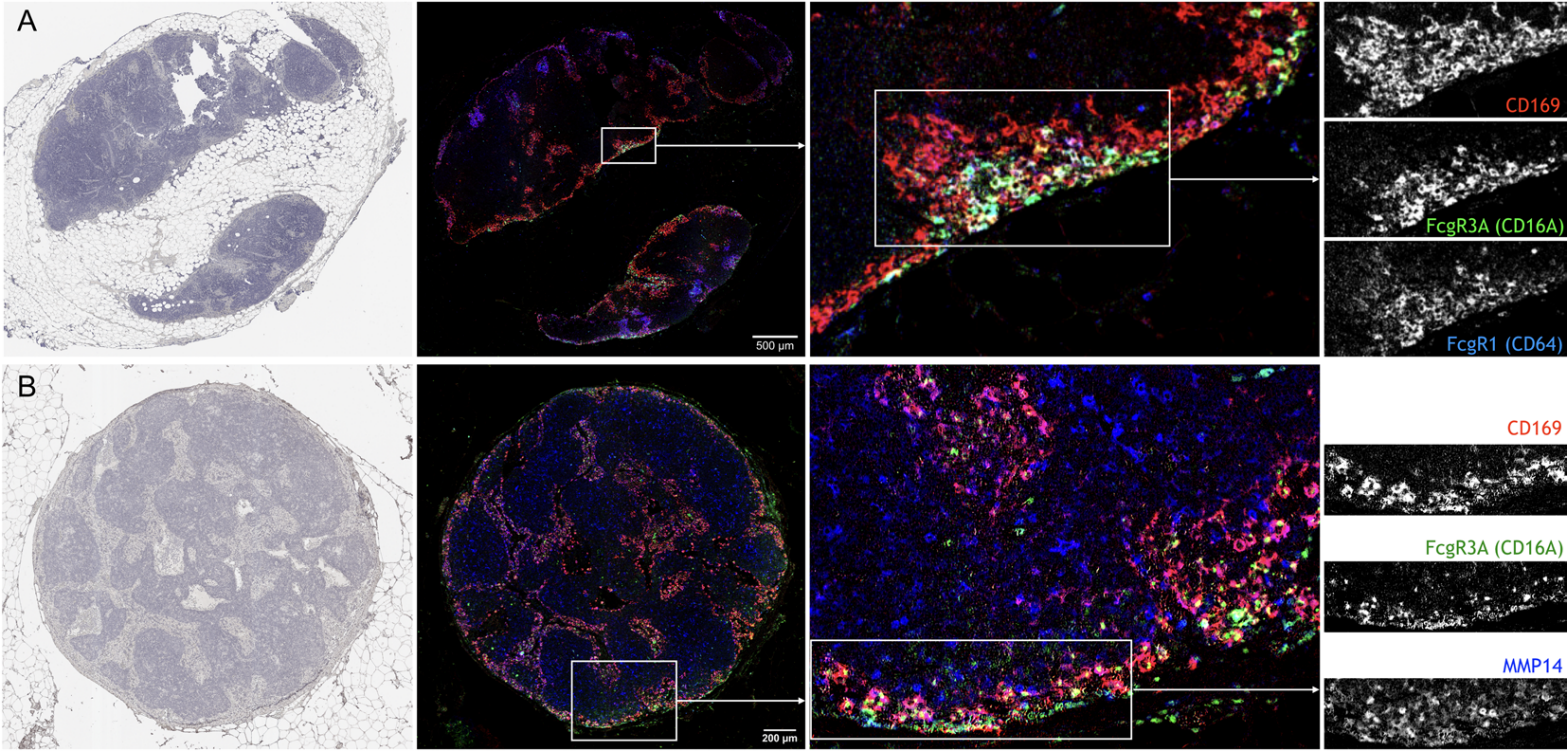
Confirmation of novel SSM markers in regional lymph nodes from head and neck cancer patients with multiplex immunohistochemistry. **(A)** Sequential staining for Hematoxylin (left), CD169, CD16A and CD64 on same lymph node section shows the co-localization of the three markers. Of note, CD169+ macrophages in closer proximity to the sub-capsular sinus were also positive for CD16A and CD64. **(B)** Sequential staining for Hematoxylin (left), CD169, CD16A and MMP14 on same lymph node section shows the co-localization of the three markers. N = 2; Representative pictures are shown.

## Discussion

In the past 15 years, lymph node sub-capsular sinus macrophages (SSMs) have been intensively studied in the context of infectious diseases (5–7, 23, 24). However, their roles in different pathological conditions have not been explored as extensively. Our previous work added SSMs as a key cell type in the initiation of immune responses in cancer (8). During those studies, we noticed that flow cytometric analyses were less than ideal for the precise quantification of this specialized macrophage subset. Indeed, SSMs were already known to be sensitive to enzymatic dissociation and tend to tear apart during isolation procedures (11). Lymph node mononuclear phagocytes and reticular cells are best studied by techniques like imaging, that do not compromise cellular integrity (25). This issue makes molecular analyses challenging because SSM blebs (loosely defined as micron-sized membrane-bound cell-derived vesicles carrying parental cell surface markers) stick to other lymphocytes generating flow cytometric events with mixed macrophagic and lymphocytic markers or flow cytometric events smaller than lymphocytes, based on physical scatter. These reasons may explain the fact that, to our knowledge, only one attempt at profiling lymph node macrophage subsets has been done in the past (4). That study employed microarray technology. In this work, we used next generation sequencing to deeply profile highly purified and intact lymph node macrophage subsets in cancer. While this work was under revision, the groups of Drs. Tugues and Detmar published another RNA sequencing based analysis of lymph node macrophage subsets (10). On top of confirming the pro-tumoral activities of SSMs in mammary tumor models, these Authors also suggested that SSMs are profoundly affected by tumor-derived stimuli. Although differences in the isolation procedure may account for the overall limited overlap between our two studies, several of the most highly differentially expressed markers identified in this study were also reported by Drs. Tugues and Detmar, including Fcgr1, Fcer1a, Slpi, Mmp8, Cma1, Ctsc and Lyz2 (**Figure 4**).

By coupling a short and gentle enzymatic dissociation protocol with a stringent gating strategy, we significantly decreased T and B cell contamination in our SSM preparations, as compared to previously reported gene expression studies of lymph node macrophage subsets (4). We employed a different combination of selection markers for flow sorting (i.e. gating both CD169^HI^ and CD169^LO^, and using CD11c/SSC as defining markers instead of F4/80 alone), which provided a better separation between the two CD169+ lymph node macrophage subsets. These advancements allowed us to get a first insight into the biology of SSMs at the molecular level. Considering genes expressed above an arbitrary threshold (mean read count > 100), SSMs expressed higher levels of the following soluble factors, as compared to MSMs (**Figure 2**):

- Csf1 and Csf2, two myelopoietic growth factors
- Ccl1, involved in monocyte recruitment and endothelial cell migration
- Ifng, a key factor in anti-tumor immunity
- Il4, known to signal to B cells and recruited monocytes
- Il5, known to signal to eosinophils
- Il17a, Il17f and Il22, members of the T_H17_ cytokine family

These observations provide a molecular basis for the potential role for SSMs in the above processes. 

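Several secreted factors were higher in SSMs than in MSMs from ndLN. Csf1 (chromosome 3, 107741048 to 107760469) had a normalized count of 1227 ± 181 (SD, n = 2) in SSMs and 321 ± 29.8 in MSMs, a log2 fold change of 1.95 (standard error 0.301, adjusted p = 0.00293, edgeR's quasi-likelihood test). Ifng had 868 and 61.4 ± 11.4 normalized counts, a log2 fold change of 3.86 (standard error 0.493, adjusted p = 0.00121, same test). Il22 had 9159 ± 1214 and 60.1 ± 28.0, a log2 fold change of 7.29, and 41.0% of the 50-base windows of its transcripts also occur in another gene's. The 9 factors Csf1, Csf2, Ccl1, Ifng, Il4, Il5, Il17a, Il17f and Il22 had a median log2 fold change of 6.58, which is no separate test because the list is the paper's own choice from these data. Between SSMs from tdLN and ndLN, their median was -1.99, in a contrast that uses the same SSM libraries from ndLN.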

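The mean normalized count over all libraries was 246 for Il4 (chromosome 11, 53602982 to 53618669) and 113 for Il5 (chromosome 11, 53720794 to 53725106). In SSMs from ndLN, Il4 had a normalized count of 412 ± 264 (SD, n = 2), against 4.86 ± 5.23 in MSMs, a log2 fold change of 6.46 (standard error 1.36, adjusted p = 0.00765, edgeR's quasi-likelihood test).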

Il4 and Il5, although among the most highly DEG, are expressed at relatively low levels (~200 read counts), and thus it should be determined whether SSMs’ contribution as a source for these cytokines is non-negligible. 

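Il17a (chromosome 1, 20730905 to 20734496) had a mean normalized count of 110 over all libraries, with 307 ± 13.1 (SD, n = 2) in SSMs and 8.40 ± 11.9 in MSMs from ndLN. Its log2 fold change was 5.29 (standard error 0.66, adjusted p = 0.00164, edgeR's quasi-likelihood test). Il17f had a mean of 371 over all libraries, with 1197 ± 278 in SSMs and 37.9 ± 20.9 in MSMs from ndLN, a log2 fold change of 5.02 (standard error 0.426, adjusted p = 9.24e-05, same test).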

The T_H17_ cytokines Il17a and Il17f were also expressed at low levels (<1000 read counts), again indicating that our procedure minimized contamination also from Il7ra+ Il17-committed innate-like lymphoid cells [**Supplementary Figure 2** and (11)]. 

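In ndLN, Fcgr1 had a normalized count of 863 in SSMs and 82.7 ± 82.8 (SD, n = 2) in MSMs, a log2 fold change of 3.35 (standard error 0.529, adjusted p = 0.00328, edgeR's quasi-likelihood test). Fcgr1 did not pass without pool as a block (adjusted p = 0.0135). Fcgr3 (chromosome 1, 171051174 to 171064935) had 2200 ± 365 in SSMs and 405 ± 69.99 in MSMs, a log2 fold change of 2.41 (standard error 0.234, adjusted p = 3.36e-04, same test), and 9.58% of the 50-base windows of its transcripts also occur in another gene's. Of 26 genes that the paper names as higher or lower in SSMs than in MSMs, all 26 had the paper's direction in both pools. Adjusted over all genes, 22 of the 26 had an adjusted p-value under 0.01 and 19 also had a mean normalized count over 100 (edgeR). Adjusted over the 26 genes alone, 24 passed, which shows no stability because the list is the paper's own calls on these data.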

Of interest, SSMs expressed higher levels of Fcgr1 and Fcgr3, two Fc receptors known to preferentially bind activating immunoglobulins (26). This last observation provides a potential molecular basis for the reported anti-tumor activity of these specialized macrophages (8). 

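Of 31 genes that the paper names as raised or fallen in SSMs between tdLN and ndLN, all 31 had the paper's direction in both pools. Both cut-offs were passed by 13 of them (edgeR's quasi-likelihood test), and by 15 without pool as a block at the adjusted p-value. Adjusted over the 31 genes alone, 27 had an adjusted p-value under 0.01, which shows no stability because the list is the paper's own calls on these data. With a DESeq2 Wald test on libraries, 23 passed, and under the paper's model with every lane as a sample, 30 did.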

In this regard, it is worth notice that in cancer, Fc receptor genes were further up-regulated in SSMs from tumor-draining lymph nodes, as compared to SSMs from contra-lateral, non-tumor draining lymph nodes (**Figure 4D** and **Figure 5**). These observations suggest a potential mechanistic basis for SSMs’ ability to capture particulate tumor antigens. Consistent with these observations, specific immunoglobulins from the repertoire of both mice and patients possess high affinity for epitopes on tumor cells (19–21). The functional characterization of immune complexes containing tumor antigens still needs to be defined within the lymph node microenvironment, as does the mechanism by which tumors overhaul these processes to their advantage.

When we compared macrophage subsets between tumor-draining and non-draining lymph nodes, SSM gene profile was affected twice as much as compared to MSM gene profile (**Figure 3F**). This is consistent with the fact that the sub-capsular sinus is the location where tumor-derived particulate material is first encountered (8). The first indication of the effects of squamous cell carcinomas on SSMs was the increase in vesicular transport gene networks (**Figure 3**). In particular, we measured an increase in expression of lysosomal proteases and vacuolar acidifying enzymes (**Figure 4**). Given that lysosomal degradation of extracellular antigens leads to their presentation on major histocompatibility complex (MHC) class-II, these results suggest that SSMs may capture immune complexed tumor antigens *via* Fc receptors and may process them for presentation to B cells.

Pathological conditions such as certain cancers and bacterial invasion of lymph nodes have been demonstrated to decrease SSM density (5, 8). In this work, we found that adhesion processes were down-regulated by tumors (**Figure 3**), along with upregulation of several MMPs (**Figure 4** and **Supplementary Figure 3**), providing a potential mechanistic basis for those observations. Nonetheless, decreased adhesion of SSMs may also suggest the need for increased mobility of those cellular processes tasked with phagocytosing lymph-borne material. The upregulation of CCL4 in SSMs by tumors is of particular interest as the cytokine has been involved in the recruitment of lymph node resident plasmacytoid and type-1 conventional dendritic cells (27). The former may explain how SSMs orchestrate type-I interferon responses (6, 7, 23). Further investigations using *in vivo* imaging approaches able to quantify these activities are needed.

Assessment of regional lymph nodes from head and neck cancer patients confirmed the presence of MMP14 and Fc receptors in SSMs. We noted that MMP14 was also expressed by CD169– cells throughout the paracortical region, and that FcgR1 and FcgR3A were expressed by SSMs only in specific locations and mainly from SSMs with direct access to the subcapsular sinus, which led us to speculate that those SSMs may be closer to tumor-draining afferent lymphatics. More studies are needed to assess the prognostic significance of Fc receptor expression in SSMs.

In conclusion, our work revealed the transcriptome of bona-fide lymph node macrophage subsets in the context of cancer. We identified several biological processes altered in sub-capsular sinus macrophages by squamous cell carcinomas. These data provide the molecular basis for some of the activities previously attributed to sinusoidal macrophages and will further improve our understanding of key pathways at play during sinusoidal immune responses (28). Although these results represent a first step toward a better understanding of the biology of sub-capsular sinus macrophages in cancer, more work is needed to validate additional targets, both as novel biomarkers of lymph node macrophage subsets and from a functional perspective.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI [accession: GSE174524].

## Ethics Statement

The animal study was reviewed and approved by OHSU IACUC (2395). Patient sample collection was approved by OHSU IRB (19903).

## Author Contributions

FP conceived the work, FP, NC, TZ and ZG designed the experiments, FP, NC and DP analyzed the data and wrote the manuscript, TZ and ZG reviewed the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

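Gene expression was measured by RNA sequencing in SSMs and MSMs sorted from tdLN and ndLN of male C57BL/6 mice, with 2 libraries in each of the 4 groups. The authors made libraries with the SMART-Seq v4 kit, sequenced them on 2 lanes, aligned the reads to the mouse genome mm10 with STAR and deposited a table of raw counts per gene for 16 samples, without normalization or filtering. Every column of the table was mapped to a sample, and 0 columns were left unused. The text gives neither the strand setting nor the counting mode. The annotation was taken as GENCODE M21 because 55240 of its gene IDs match the table, and it supplied symbols for 55154 IDs and the coordinates on mm10.

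The labels number the libraries of each group as pool 1 or 2, and the study record calls the lanes technical replicates, whereas the paper's sample matrix numbers 4 pools. Lanes were summed after the check on sampling noise. The pairing comes from the pool numbers in the labels, and pool was a term in the model because the paper's models contain one. Deviations from the group means of same-numbered libraries were correlated by -0.185 between SSMs from ndLN and MSMs from tdLN and by 0.041 between SSMs from tdLN and MSMs from ndLN, pairs of groups that were not compared with each other.

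Counts were normalized by TMM in edgeR 4.0.16 under R 4.3.3, with factors between 0.902 and 1.15. Genes were kept with a total of at least 10 counts and detection in at least 2 samples. The 8 libraries were fitted with group and pool, and contrasts were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The contrasts were SSMs against MSMs in ndLN, tdLN against ndLN in each subset, the interaction of subset and node, and the subset and node effects over all libraries. A gene counted as differentially expressed at an adjusted p-value under 0.01 and a mean normalized count over 100, with normalized counts scaled to 1 lane. A fold against a group at or under 3 counts in its libraries was computed against that floor and is a lower bound. The libraries held between 42972328 and 48130352 reads, and between 21476667 and 24075687 per lane, so the floor of 3 counts lies between 0.0623 and 0.0698 CPM, which covers counting error and not the variation between mice.

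Both quasi-likelihood fits of edgeR were tested on simulated data before any result was computed on the real counts. The earlier (legacy) fit made 42 false calls among 225, and 29 calls in the simulated contrast that held no changed gene. The fit of edgeR 4 was chosen for that reason. The legacy fit is given as an alternative.

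Gene families were defined by symbol and marker lists by name, 22 in all, and tested with camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01 and an adjusted p-value threshold of 0.05. In simulated data, 1 of 100 random sets had an unadjusted p-value under 0.05 with camera. Genes were drawn independently there, so that this does not test lists of genes that vary together. Signatures were computed from log2(CPM + 1) standardized within each library and compared by an exact permutation test over 70 splits, whose smallest two-sided p-value is 0.0286. Other steps used DESeq2 1.42.0, Python 3.11, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The share of each named gene's transcript sequence found in other genes was computed from windows of 50 bases.

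The alternatives were the model without pool, a DESeq2 Wald test on libraries, edgeR and the paper's DESeq2 likelihood ratio test with each lane as a sample, DESeq2's size factors, other gene filters, each lane alone, only the groups compared, a Holm adjustment, other cut-offs, and each replicate left out. The paper states a Holm adjustment, whereas the fits called the paper's model here use Benjamini-Hochberg unless Holm is named. A stricter reading of the gene filter, the paper's model with a Holm adjustment and the legacy fit were added after the data were seen.

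The genes named are those that the paper names, the marker lists where they bear on a claim, Il7r and Ccr6, and for SSMs against MSMs in ndLN and for tdLN against ndLN in each subset the 5 largest rises and 5 largest falls among genes past both cut-offs and changed the same way in both pools. Toll-like receptor and vacuolar ATPase genes, Fcgrt, Mcpt8 and the interaction genes fall outside this rule or were singled out from a list, and were named after their values were seen. The ontology and immune gene list analyses, the published arrays, flow cytometry and imaging were not analysed here.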

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

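The tests of shared movement across SSM libraries, library size, labelling and single signature markers were chosen only after the result was seen. The contrasts, the 22 gene lists, the alternatives other than those named as added later and the remaining tests were chosen before the data were examined.

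Of 6 lists of markers of other myeloid and lymphoid cell types, which the paper did not test as lists, 4 were higher and 1 was lower in SSMs than in MSMs from ndLN. The list of 9 eosinophil markers, with a median log2 fold change of 3.62, did not pass (adjusted p = 0.0621, camera, and between 0.0661 and 0.625 over its alternatives). The paper discusses innate-like lymphocytes as a contaminant of SSM preparations. The median log2 fold change was 6.86 for 12 basophil and mast cell markers, of which 10 were higher in both pools (adjusted p = 1.69e-04, camera in limma, and between 2.03e-04 and 0.322 over its alternatives). It was 4.59 for 12 markers of innate-like T and lymphoid cells, all higher in both pools (adjusted p = 9.58e-11, camera, and between 1.40e-10 and 0.234 over its alternatives), and 4.92 for 10 NK and cytotoxic cell markers, all higher in both pools (adjusted p = 1.14e-09, camera, and between 5.03e-10 and 0.314 over its alternatives). For 10 neutrophil markers it was 4.71, with 9 higher in both pools (adjusted p = 0.0127, camera, and between 0.0137 and 0.322 over its alternatives). For 10 dendritic cell markers it was -2.58, with 7 lower in SSMs in both pools (adjusted p = 2.13e-06, camera, and between 2.145e-06 and 0.314 over its alternatives). With the correlation between genes estimated from the data, none of these 6 lists passed.

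RNA from other cells in the sorted SSM fraction would make the markers of a cell type move together across the 4 SSM libraries. For NK and cytotoxic markers, the SD over markers was 0.163 against a median of 0.549 in 10000 lists matched on mean expression, at percentile 0.0, so that RNA from such cells remains a candidate explanation. For innate-like markers the SD was 0.495 against 0.589, at percentile 25.68, so that 25.68% of the matched lists moved at least as much alike. All 11 of them above the mean count cut-off nevertheless fell in both pools between SSMs from ndLN and tdLN, by log2 fold changes between -1.97 and -0.64, so that the test does not remove RNA from such cells as an explanation. For basophil and mast cell markers the SD was 2.42 against 0.739, at percentile 99.97, so that these markers moved less alike than most matched lists. The basophil and mast cell list mixes genes that moved apart, since Mcpt8 rose from 62.3 to 500 normalized counts between SSMs from ndLN and tdLN while Cpa3 dropped from 9859 to 1686, so that the test speaks against a single source and not against several. Reads per library did not differ, with a ratio of SSM to MSM medians of 0.997. No library was on the wrong side for Itgax, whose lowest MSM value was 2.12 times the highest SSM value. For the NK and cytotoxic list and the innate-like list, expression in SSMs cannot be told apart from RNA of other cells. No test of this kind was made for the neutrophil and dendritic cell lists, and for these no biological explanation was tested.

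The change between tdLN and ndLN differed between SSMs and MSMs for 8 genes by the interaction test (edgeR's quasi-likelihood test), and each had the same sign in both pools. The difference in log2 fold change, SSMs minus MSMs, was 2.69 for Kmo, 2.23 for Plbd1, 2.15 for Fgd2, 2.53 for H2-DMb1, 2.48 for H2-Ab1, 2.28 for Cd74, 2.95 for Htr7 and -2.34 for Tnfrsf9. The adjusted p-values were between 0.00812 and 0.00948 (edgeR), and the highest over 9 alternative fits with the same adjustment was 0.0112, for Tnfrsf9. With a Holm adjustment, 1 gene passed. H2-Ab1 had a mean of 2445 CPM in SSMs from ndLN and 10991 in SSMs from tdLN, against 29599 and 23762 in MSMs. Of the 50-base windows of H2-DMb1 transcripts, 22.6% also occur in another gene's. With DESeq2's size factors, 4 genes passed in place of 8.

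These differences could reflect a response of SSMs to the tumor or a difference in the sites of the pooled nodes. They could also reflect a change in which cells make up the SSM fraction, since a list of 13 macrophage identity genes rose by more than the cathepsins, with differences of -0.341 and -0.278 in pools 1 and 2 from the 6 cathepsins that passed, which were chosen as raised. The 9 macrophage markers rose by less than these 6, with medians of 0.69 and 0.93. They include Cd45, the paper's gate for immune cells in general, so that their median need not follow the macrophage share. All 14 cathepsins had medians of 1.28 and 0.76, so that the lists do not settle it. Library size does not account for the larger number of genes in SSMs, with a ratio of SSM to MSM medians of 0.997. The spread between SSM libraries was 0.958 times that between MSM libraries, which leaves open a smaller spread as a contribution. Changes of at least 2-fold in the same direction in both pools, counted without a test, numbered 959 in SSMs and 318 in MSMs. This argues against a smaller spread as the whole account. The patterns cannot be told apart from such a contribution, from a change in the cells of the SSM fraction or from a difference in node site.

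The B cell signature over the reference parted SSM and MSM libraries in opposite directions in the 2 types of node. In ndLN both SSM libraries were below both MSM libraries, with a mean difference of -0.137, and in tdLN both were above, with a mean difference of 0.0337. The change between nodes, 0.171, was not tested, since 2 libraries against 2 cannot give a small permutation p-value. The opposite separation was also seen with log2(count + 1), with the difference from the reference, with the mean of the markers, with the genes of highest mean and with lane 3 or lane 4 only. A single marker gene of the signature may account for it, since leaving out 2 of the 9 markers, one at a time, ended it. Without Fcgr2b, which is also an Fc receptor gene that rose in SSMs from tdLN, the difference in tdLN was -0.0106, and without Cd79b it was 0.00224. No biological explanation was tested for this signature.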

How the results depend on the processing

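No alternative reversed the direction of a signature difference over both types of node or of the log2 fold change of a named gene. Which direction had more genes was not stable where the 2 numbers were close. Between SSMs and MSMs from ndLN, 1267 genes were higher and 1277 lower in SSMs, against 1318 and 1198 with DESeq2's size factors, and over both types of node 1361 and 1272, against 2684 and 2833 in edgeR with each lane as a sample. For the node effect there were 21 and 26, against 1453 and 1297 in the same edgeR fit. Of the gene lists, that of the matrix metalloproteases between SSMs from tdLN and ndLN passed nowhere. The direction that camera gives it went from up to down with each lane as a sample (adjusted p = 0.9895, camera). Its median log2 fold change kept its sign, with -0.27 in the main fit and -0.31 on lanes. Where a number changed, the cause was not tested. The settings named as the stricter gene filter, the paper's model with a Holm adjustment and the legacy fit were chosen after seeing the data.

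The main counts of differentially expressed genes were 2544 for SSMs against MSMs in ndLN, 639 for tdLN against ndLN in SSMs, 5 in MSMs, 8 for the interaction of subset and node, 2633 for the subset effect and 47 for the node effect over all libraries, with a ratio of SSMs to MSMs of 128 (edgeR's quasi-likelihood test). For the fit without pool as a block, all counts are given. For the other alternatives, the numbers that follow moved by over 1.5 times, and numbers not given stayed within that.

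Without pool as a block, the counts were 9 in MSMs and 110 for the node effect, and 2808, 796, 11 and 2977 for the others, with a ratio of 88.4. Shared with the fit that has pool were 2487 of the 2544 genes, 579 of the 639, 4 of the 5 and 6 of the 8. With a DESeq2 Wald test, there were 1793 genes in SSMs and 458 in MSMs, a ratio of 3.92, with 615 for the interaction and 815 for the node effect. In edgeR with each lane as a sample, the counts were 5825, 4210, 1789, 2078, 5517 and 2750 in the order of the main counts, with a ratio of 2.35. Under the paper's model, they were 5371, 4266, 2046, 2791, 5932 and 3456, with a ratio of 2.09, and with a Holm adjustment of that model 2355 in SSMs, 824 in MSMs, 1300 for the interaction and 1381 for the node effect, with a ratio of 2.86. Models on lanes made more false calls than models on libraries in simulated data.

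With DESeq2's size factors, the interaction gave 4 genes, all 4 with a larger rise in SSMs, against 7 and 1 with TMM. With filterByExpr, there were 14 genes in MSMs and 76 for the node effect, with a ratio of 59.1, and without a gene filter the ratio was 77.6. With lane 3 only, there were 24 genes in MSMs, 25 for the interaction and 80 for the node effect, with a ratio of 34.4, and with lane 4 only 17, 29 and 95, with a ratio of 47.9. With the legacy fit, there were 23 genes in MSMs and 24 for the node effect, with a ratio of 21.9.

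With only the groups compared, 954 genes passed between SSMs and MSMs in ndLN, 0 in SSMs (3506 at an unadjusted p under 0.05) and 0 in MSMs (1581 at an unadjusted p under 0.05) between nodes. With a Holm adjustment of the edgeR test, the counts were 207, 7, 0 (1819 at an unadjusted p under 0.05), 1, 239 and 4. With an adjusted p under 0.05, they were 3884, 1832, 93, 215, 4076 and 457, with a ratio of 19.7. The ratio is not defined where no gene passed in MSMs. Across the fits that each left out one replicate, the subset effect gave from 1 to 260 genes and the node effect from 0 to 0 genes (992 and 1183 at an unadjusted p under 0.05). For the contrasts of 2 libraries against 2, leaving out a replicate leaves 1 library per group and gives no test or count.

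For single named genes, 890 results kept their side of the threshold, or stayed within the spread between libraries where there was no test, 70 became weaker, 73 stronger and 48 moved. The setting with most weaker results was only the groups compared, with 32, and models on lanes made 21 results each stronger. Of the other gene list results, 220 kept their side, 34 became weaker and 9 stronger, and with the correlation between genes estimated from the data 0 of 22 lists passed in both contrasts, against 15 and 10. The differences in T cell, B cell and macrophage signatures between SSMs and MSMs kept their direction and side in every alternative with 4 libraries against 4. For the T cell and macrophage signatures, p was 0.0286 in each (exact permutation test), the smallest this design allows. This shows that the libraries stayed fully separated, and it cannot show a change in strength. Il7r and Ccr6 passed in all 10 alternative fits that gave a test with Benjamini-Hochberg adjustment. The fits named after the paper's model use Benjamini-Hochberg unless Holm is named, whereas the paper states a Holm adjustment. At 42972328 reads or more per library, depth limits the folds of genes at or under the floor of 3 counts in a group, which are lower bounds.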

Differences from the paper's values

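A gap counts as closed where the difference from the paper's value is within the spread between pools or the paper's error, or, for counts and signatures, also where it is under 1.5-fold, so that a small move can close it. For the log2 fold change of Il12a between SSMs and MSMs from ndLN, -4.31 was found against the paper's value of about -4.9 in Fig. 2E, read by eye. Of the alternatives set before the data were examined, the gap closed without pool as a block (-4.35), with a DESeq2 Wald test (-4.46), under the paper's model with each lane as a sample (-4.83), with lane 4 only (-4.77) and without replicate 2 (-4.38), and not under the others. The values of -4.35, -4.38 and -4.46 lie nearer to the value found here than to the paper's. For Ifng in the same contrast, 3.86 was found against the paper's about 3.8 in Fig. 2G, read by eye, and the gap closed with lane 4 only (3.8), without replicate 1 (3.82) and without replicate 2 (3.78) and not under the others.

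Between SSMs from tdLN and ndLN, Ctsb was raised by 1.26 on the log2 scale against the paper's about 1.2 in Fig. 4C, read by eye. The gap closed with a DESeq2 Wald test and with DESeq2's size factors (1.2 in both) and not under the others. Mmp8 was raised by 1.22 against the paper's about 1.2 in Fig. 4C, read by eye. This gap closed without pool as a block, under the paper's model, with filterByExpr, with only the groups compared and without replicate 2 (1.21 in each) and with lane 3 only (1.2), and not under the others. Fcgr3 was raised by 1.15 against the paper's about 1.1 in Fig. 4D, read by eye, and the gap closed with a DESeq2 Wald test and with DESeq2's size factors (1.09 in both) and not under the others. Fcrl1 was raised by 1.49 against the paper's about 1.5 in Fig. 4D, read by eye. None of the alternatives closed this gap, which is within the precision of the reading. The gaps of Ctsb, Mmp8 and Fcgr3, and that of Ifng between SSMs and MSMs, are also no larger than a reading by eye can resolve. The paper's model left those of Ctsb (1.25), Fcgr3 (1.14) and Ifng (3.87) open. Which alternatives closed these gaps therefore decides nothing.

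The numbers of genes raised and fallen (DEG up and DEG down) between tdLN and ndLN were 418 and 221 in SSMs against the paper's about 2400 and about 2000 in Fig. 3F, read by eye. In MSMs they were 1 and 4 against the paper's about 1000 and about 1100 in Fig. 3F, read by eye. These gaps closed with each lane as a sample, in edgeR (2440 and 1770 in SSMs, 802 and 987 in MSMs) and under the paper's model (2324 and 1942 in SSMs, 991 and 1055 in MSMs), and not under the other alternatives. The ratio of the numbers in SSMs and MSMs was 128 against the paper's 2. It was 2.35 in edgeR with each lane as a sample and 2.09 under the paper's model, which closed the gap, and no other alternative set before the data were examined did. These fits use Benjamini-Hochberg, whereas the paper states a Holm adjustment. The paper's model with a Holm adjustment, chosen after seeing the data, gave 2.86.

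The T cell signature over reference was 0.0885 in MSMs from tdLN against the paper's 0.0116. The B cell signature over reference was 0.282 in MSMs from ndLN against the paper's 0.149, 0.209 in MSMs from tdLN against the paper's 0.0894, 0.144 in SSMs from ndLN against the paper's -0.0001 and 0.243 in SSMs from tdLN against the paper's 0.1085. None of the 6 alternatives compared closed these gaps. The paper standardized over the 14003 genes found on both platforms, a set that was not formed here. Over the 14003 genes with the highest mean, the T cell ratio was -0.27 in MSMs from tdLN. The B cell ratios were then 0.0351 and -0.0465 in MSMs from ndLN and tdLN, and -0.181 and -0.0285 in SSMs. Each of the paper's values lies between these ratios and those of the main setting. The gaps therefore cannot be told apart from an effect of the gene set.

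Over both types of node, Il17a had a log2 fold change of MSMs over SSMs of -5.82 against the paper's -7.15. The value was -7.15 under the paper's model and -7.45 without replicate 1, which closed the gap. With lane 3 only it was -5.98, nearer to the value found here than to the paper's, although within the spread between pools, which is wide for this gene. The gap did not close under the others. The mean normalized count of Il5 over all samples was 113 against the paper's 200. Without replicate 1 it was 174, which closed the gap. With a DESeq2 Wald test (115), under the paper's model (115), with DESeq2's size factors (117) and with lane 3 only (113), the values stayed close to the one found here and came within the spread between pools by a small margin. The gap did not close under the others.

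Some genes that the paper calls did not pass here. The paper lists Ccl20, Fcrl6 and Ifnb1 as higher and Il12a as lower in SSMs than in MSMs. Here their adjusted p-values were 0.0941, 0.0237, 0.117 and 0.0204 (edgeR), and a DESeq2 Wald test, edgeR with each lane as a sample and the paper's model called them by adjusted p. Clec4b2, Il23a and Fcer2a passed by adjusted p and had means of 75.1, 45.6 and 57.0 normalized counts, under the paper's cut-off.

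Between SSMs from tdLN and ndLN, Ccl4, Penk, Lyz1 and Fcer1g had adjusted p-values of 0.0224, 0.0321, 0.0433 and 0.0303 (edgeR) and were called by a DESeq2 Wald test, edgeR with each lane as a sample and the paper's model. Ifng, Slpi, Mx2, Gnai1, Mmp8 and Ctsf, with adjusted p-values of 0.158, 0.097, 0.131, 0.0479, 0.02 and 0.0325 (edgeR), were called by edgeR with each lane as a sample and the paper's model. Mmp19 and Fcgr3, with 0.0157 and 0.0165, were called by the Wald test, by these 2 models on lanes and with lane 4 only. Mmp23, with 0.0177, was called without pool as a block, by the Wald test and by the models on lanes. Cma1, with 0.0136, was called without the block, by the Wald test, by the models on lanes, with filterByExpr and with lane 3 or lane 4 only. Ctsl, with 0.0165, was called without the block, by the Wald test, by the models on lanes and with lane 3 or lane 4 only. Fcgr1, with 0.015, was called by the Wald test, by the models on lanes, with filterByExpr and with lane 3 or lane 4 only. Fcrl1, with 0.0131, was called without the block, by the Wald test, by the models on lanes, with filterByExpr and with lane 4 only. Ccr3, with 0.165, was called under none of the 10 alternatives, and its lowest adjusted p was 0.0114, under the paper's model.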

Other observations

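The tests of a smaller share of other cells and of library size were chosen only after the result was seen.

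A larger share of macrophage RNA in SSM libraries from tdLN may account for the rise of lysosomal and Fc receptor genes. The median log2 change of 13 macrophage identity genes was 1.92 and 2.00 in pools 1 and 2, above the 1.58 and 1.72 of the 6 cathepsins past both cut-offs, with differences of -0.341 and -0.278, so that this explanation remains by that list. These 6 were chosen as raised, and all 14 cathepsins had medians of 1.28 and 0.76. The 9 macrophage markers of the paper's signature had medians of 0.69 and 0.93. They include Cd45, the paper's gate for immune cells in general, so that their median need not follow the macrophage share. The medians of these 9 markers are below those of the 16 Fc receptor genes (1.47 and 1.83) and the 4 lysosome-associated genes (1.22 and 1.23) in both pools. They are below those of the 14 cathepsins and the 23 vacuolar ATPase genes (0.73 and 0.65) in pool 1 only. The 4 lysosome-associated genes are ones that the paper names as raised. A smaller share of RNA from other cells was tested with 4 marker lists. The median log2 changes in pools 1 and 2 were -1.01 and -0.82 for T cell markers, -1.26 and -1.52 for innate-like markers, -2.90 and -0.85 for basophil and mast cell markers, and -0.71 and 0.15 for NK and cytotoxic markers, so that the largest of the 8 medians was 0.147 and the test leaves this explanation open. The lists thus do not settle it, and a change in the mix of cells is neither shown nor excluded.

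More genes changed in SSMs than in MSMs between tdLN and ndLN. A smaller spread between SSM libraries could contribute, with a biological coefficient of variation 0.958 times that of MSM libraries, a ratio too close to 1 to tell. Changes of at least 2-fold in the same direction in both pools, counted without a test, numbered 959 in SSMs and 318 in MSMs. This argues against a smaller spread as the whole account. Library size does not account for the larger number in SSMs, with a ratio of medians of 0.997. The changes of pools 1 and 2 had a Pearson r across genes of 0.674 in SSMs and 0.421 in MSMs, over genes that are not independent.

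Tumor RNA in SSM libraries from tdLN was tested with 9 keratinocyte genes. Their median log2 change was -1.42 and -0.39 in pools 1 and 2, at percentile 1.71 of 10000 lists matched on mean expression, so that they did not rise. Of the 9 genes, 1 had a mean normalized count over 100, Krt14 was at or under 0.478 CPM in all 8 libraries, and expression of these genes in MOC2 cells was not measured here, so that the test leaves tumor RNA open.

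Other splits of the 8 libraries that part the same 4 pairs of libraries were fitted for the 2 contrasts over all libraries. For SSMs against MSMs, 1 of the 8 splits, the real one, gave as many genes as the 2633 found, and for tdLN against ndLN, 1 of the 8 splits, the real one, gave as many as the 47 found. The other 7 splits, which exchange the groups in 1 to 3 pairs, gave 0 genes each. A share of 1 in 8 is the smallest that 8 splits can give whatever the data, so that the share by itself decides nothing about a chance division.

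The Y-linked gene Ddx3y had between 106 and 283 CPM in the 8 libraries, and Xist was at 0 in 7 of them and at 0.385 in a library of MSMs from ndLN. Siglec1 had 15.1 and 8.47 CPM in SSMs from ndLN, 70.04 and 59.2 in SSMs from tdLN, 0.795 and 1.63 in MSMs from ndLN and 5.96 and 5.64 in MSMs from tdLN. Csf1r had 694 and 559, 1887 and 1408, 208.7 and 202, and 405 and 194 in the same order. Siglec1 encodes CD169, on which the paper gated both fractions, and its RNA was lowest in MSMs from ndLN. RNA need not follow surface protein, so that these values leave open how far each fraction consists of macrophages.

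With every lane as a sample, the paper's model gave log2 fold changes within 0.00356 of the paper's table for the subset effect and within 0.00213 for the node effect over 914 genes. Benjamini-Hochberg adjustment gave 562 and 297 genes past 0.01 there, and Bonferroni adjustment 361 and 112, against 565 and 304 by the paper's adjusted p-values.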
